# Sex-specific mouse liver gene expression: genome-wide analysis of developmental changes from pre-pubertal period to young adulthood

**DOI:** 10.1186/2042-6410-3-9

**Published:** 2012-04-04

**Authors:** Tara L Conforto, David J Waxman

**Keywords:** Pre-pubertal development, Liver gene expression, Sexual dimorphism, Microarray analysis, Growth hormone

## Abstract

**Background:**

Early liver development and the transcriptional transitions during hepatogenesis are well characterized. However, gene expression changes during the late postnatal/pre-pubertal to young adulthood period are less well understood, especially with regards to sex-specific gene expression.

**Methods:**

Microarray analysis of male and female mouse liver was carried out at 3, 4, and 8 wk of age to elucidate developmental changes in gene expression from the late postnatal/pre-pubertal period to young adulthood.

**Results:**

A large number of sex-biased and sex-independent genes showed significant changes during this developmental period. Notably, sex-independent genes involved in cell cycle, chromosome condensation, and DNA replication were down regulated from 3 wk to 8 wk, while genes associated with metal ion binding, ion transport and kinase activity were up regulated. A majority of genes showing sex differential expression in adult liver did not display sex differences prior to puberty, at which time extensive changes in sex-specific gene expression were seen, primarily in males. Thus, in male liver, 76% of male-specific genes were up regulated and 47% of female-specific genes were down regulated from 3 to 8 wk of age, whereas in female liver 67% of sex-specific genes showed no significant change in expression. In both sexes, genes up regulated from 3 to 8 wk were significantly enriched (*p *< E-76) in the set of genes positively regulated by the liver transcription factor HNF4α, as determined in a liver-specific HNF4α knockout mouse model, while genes down regulated during this developmental period showed significant enrichment (*p *< E-65) for negative regulation by HNF4α. Significant enrichment of the developmentally regulated genes in the set of genes subject to positive and negative regulation by pituitary hormone was also observed. Five sex-specific transcriptional regulators showed sex-specific expression at 4 wk (male-specific *Ihh; *female-specific *Cdx4, Cux2, Tox*, and *Trim24*) and may contribute to the developmental changes that lead to global acquisition of liver sex-specificity by 8 wk of age.

**Conclusions:**

Overall, the observed changes in gene expression during postnatal liver development reflect the deceleration of liver growth and the induction of specialized liver functions, with widespread changes in sex-specific gene expression primarily occurring in male liver.

## Background

The liver performs a variety of physiological functions including glycogen storage, cholesterol catabolism to bile acids, and drug metabolism [1,2]. Liver development begins around embryonic day 9 (E9) in the mouse and the transcriptional transitions during hepatogenesis are well characterized [1]. Changes in gene expression during the postnatal/pre-pubertal period are less well understood [3], especially with regards to sex-biased gene expression. Over 1,000 genes are known to be differentially expressed between male and female liver and are regulated primarily by pituitary patterns of growth hormone secretion [4-6], which are sex-dependent and subject to regulation by estrogen and testosterone [7].

During early mouse postnatal development, rapid growth of the body and somatic organs occurs and then slows down as the animal ages. From 2 to 4 wk of age liver mass increase is predominantly due to polyploidization and to a lesser extent, hypertrophy [8], while from 4 to 8 wk there is a decrease in polyploidzation and the increase in liver mass is primarily due to hyperplasia. *β-catenin*, a gene associated with cell proliferation, is induced at postnatal day 5 and highly expressed until postnatal day 20 [9]. Little growth of the liver is observed after 8 wk, at which time growth-promoting genes active at 1 wk, such as *Igf2, Mest, Peg3*, are repressed as they are in other tissues showing decelerated growth, including kidney, lung, and heart [10]. There is a reciprocal relationship between the decrease in *Igf2 *expression and the increase of *Igf1 *expression during postnatal mouse liver development [11]. The developmental decreases in somatic growth and in the expression of *Igf2, Mest, Peg3 *appear to be regulated by the size and not the age of the animal *per se*, as seen in studies where the anti-thyroid drug propylthiouracil is used to inhibit body growth [10].

Large changes in gene expression occur in early postnatal mouse liver as the liver's primary function shifts from hematopoiesis to specialized liver functions [3]. RNA polymerase activity steadily increases and plateaus at 30 days of age [12], while RNA synthesis peaks at 60 days and decreases at later ages. Innate immune system genes are activated from E18.5 to postnatal day 3, while liver function genes, such as those involved in lipid and fatty acid metabolism, are activated at postnatal day 7 [3]. In rat liver, changes in expression of genes associated with metabolism occur around the time of weaning [13]. In particular, gluconeogenesis and ketogenic enzyme activity decrease, while glucokinase and lipogenic activity increase [13]. A decrease in respiration rates occurs in mouse liver mitochondria right after weaning, but the levels later recover in adults [14]. These changes in metabolic enzyme activity may be due to a rise in thyroid hormone and/or glucocorticoid levels [13].

Genes encoding cytochromes P450 and other enzymes of drug and steroid metabolism show marked changes in expression during postnatal liver development. In male and female mouse liver, *Cyp1a2, Cyp2d33, Cyp2f2, Cyp3a13*, and *Cyp3a25 *are expressed at low levels at postnatal day 10 or 15 and then increase until day 20, after which the expression is largely maintained [15]. A similar pattern of expression was observed for *CYP1A2 *and *CYP2E1 *in male rat liver [16]. Many *Cyps *and other genes active in drug metabolism show sex-differences in expression beginning at puberty [6,15,17-19]. Genes such as *Cyp2b9, Cyp3a41*, and *Cyp3a44*, are expressed at high levels in both male and female mouse liver prior to puberty, but are then selectively repressed in male liver, resulting in female-biased expression at adulthood [18-20]. In the rat, the male-specific *CYP2C11 *and the female-specific *CYP2C12 *are both expressed at low levels in both male and female liver until puberty, at which time *CYP2C11 *is up regulated in male liver and *CYP2C12 *is up regulated in female [21,22]. *Sult *genes involved in hydroxysteroid sulfate conjugation display sex-specific expression after puberty in mouse liver [17,23]. Six of seven *Sult2a *genes show high pre-pubertal expression in both male and female liver, however in adult mouse liver, three *Sult2a *genes display female-specific expression while three others decrease in expression in both male and female liver [17]. The seventh *Sult2a *gene is not detectable prior to puberty and is expressed at adulthood in a sex-independent manner [17].

Presently, we investigate on a global scale the effects of age and sex on gene expression in mouse liver. We compare gene expression profiles in the pre-pubertal period (3 wk and 4 wk of age) to the post-pubertal/young adult stage (8 wk old) and find that changes in sex-specific gene expression primarily occur in male liver. We also show that genes that show changes during this period of development are enriched in the set of genes whose expression is dependent on the liver transcription factor hepatocyte nuclear factor 4α (HNF4α) [24], as determined using a liver-specific mouse HNF4α knockout model [25]. Finally, we identify other transcription factors that show significant changes in expression during postnatal development and may contribute to the observed changes in liver gene transcription during this developmental period.

## Methods

### Animal treatments, liver RNA isolation, and quantitative PCR (qPCR)

Surrogate mothers with 7 day old male and female crl:CD1 mouse pups were purchased from Charles River Labs (Wilmington, MA). CD1 mice were chosen for this study due to the extensive earlier mechanistic studies of sex-specific liver gene expression carried out in this strain; these include global analysis of DNase I hypersensitivity, responsiveness to hypophysectomy and growth hormone treatment, and the identification of binding sites for the growth hormone-regulated transcription factors STAT5 and BCL6 [26-28]. Male and female mice were killed at 3, 4, or 8 wk of age (n = 10-12 mice/sex/age group) and livers were snap frozen in liquid nitrogen and stored at -80°C. Total RNA was isolated from frozen individual livers using TRIzol reagent (Invitrogen, Carlsbad, CA). RNA samples were converted to cDNA using a high-capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA). Triplicate 5-μl real-time PCR mixtures, each containing Power SYBR green PCR master mix (Applied Biosystems), 312 nM each qPCR primer, and 0.5-1.5 μl DNA template were loaded onto a 384-well plate and run through 40 cycles on an ABS 7900HT sequence detection system (Applied Biosystems). Data were graphed as relative values, normalized to the 18S rRNA content of each sample. Statistical analyses were carried out by 2-way ANOVA using PRISM software version 4 (GraphPad, Inc., San Diego, CA). qPCR primers are listed in Additional file 1. RNA integrity (minimum RIN number 8.0) was verified using an Agilent Bioanalyzer 2100 instrument (Agilent Technology, Palo Alto CA).

### Microarray analysis

Seven independent competitive hybridization microarray experiments were carried out: 1) Male 3 wk vs. Female 3 wk; 2) Male 4 wk vs. Female 4 wk; 3) Male 8 wk vs. Female 8 wk; 4) Male 3 wk vs. Male 8 wk; 5) Male 4 wk vs. Male 8 wk; 6) Female 3 wk vs. Female 8 wk; and 7) Female 4 wk vs. Female 8 wk. Two independent pairs of pooled liver RNA randomized samples were used for each microarray comparison; these biological replicates were analyzed as dye swaps to correct for dye bias, giving a total of 14 microarrays. To minimize the impact of individual mouse to mouse variability on the microarray data, each biological replicate was comprised of a randomized pool of liver RNA prepared from n = 5-6 mice. Thus, for array comparison 1, Male 3 wk liver pool A was labeled with Alexa 555 dye and Female 3 wk liver pool A was labeled with Alexa 647 dye (biological replicate one), and Male 3 wk liver pool B was labeled with Alexa 647 dye and Female 3 wk liver pool B was labeled with Alexa 555 dye (biological replicate two); array comparison 1 is thus based on comparisons of 10-12 individual male mice and 10-12 individual female mice at each age. Hybridization of fluorescent labeled RNA to 39,429-feature Agilent microarrays was carried out for each pair of independent biological replicates, giving a total of 14 arrays across the 7 array comparisons. SurePrint G3 4×44 K Mouse Gene Expression microarrays (catalog no. G4846A-026655; Agilent Technology; Gene expression omnibus (GEO) platforms GPL10333 and GPL11202) were used for these studies.

Linear and LOWESS normalization were performed for each microarray using Agilent Feature Extraction software. The Feature Extraction analysis also calculates the variation of pixel intensity for each feature (spot) on the array. These error measurements were input to the Rosetta error model, which was used for subsequent analysis of statistical significance of differential gene expression. The Rosetta error model provides a gene-specific estimate of error by incorporating two elements: a technology-specific estimate of error and an error estimate derived from replicate arrays [29]. The technology-specific component utilizes an intensity-dependent model of error derived from numerous self-self hybridizations. In this study, two arrays, based on independent pools of biological replicates, were used for each comparison of interest. By including the technology-specific estimate, the Rosetta error model is able to avoid false positives that occur from under-estimation of error when a small number of replicate arrays are available, thus resulting in an increase in statistical power equivalent to that which would be obtained with at least one additional replicate. For two-color microarrays a log-ratio error estimate is derived in the Rosetta error model from the individual error estimates of each sample (color) used in the co-hybridization. Then, for each feature an average log ratio and associated *p*-value are obtained from replicate measurements (arrays) using the Rosetta error model error-weighted averaging method. In this approach, the average ratio is calculated by weighting the ratio from each sample inversely proportional to the variance of that sample. This produces an averaged ratio with the smallest possible error. Validation with spike-in experiments has demonstrated that the Rosetta error model has superior accuracy in detecting and quantifying relative gene expression when compared to other statistical methods commonly used in microarray analysis [30]. Direct experimental validation is provided in the present study, where qPCR analysis of n = 9-10 individuals per group gave results indistinguishable from those obtained by microarray analysis (see below).

The statistical significance of differential expression of each gene was determined by application of a filter (*p *< 0.0001) to the Rosetta *p*-values. All together, 7,915 probes met this *p*-value threshold in one or more of the 7 array comparisons, after removal of redundant probes (see below) and after removal of 142 probes that did not pass Agilent's "well above background" condition, which requires a probe's raw signal to be greater than 99% of the background population signal. The number of microarray probes expected to meet the significance threshold of *p *< 0.0001 by chance is 0.0001 × 39,429 probes or 4 probes. The actual number of probes that met this *p*-value ranged from 104 (Male 3 wk vs. Female 3 wk arrays), to 3,784 (Male 3 wk vs. Male 8 wk arrays) across the seven array comparisons, corresponding to a false discovery rate ranging from 4/104 (3.85%) to 4/3,784 (0.11%). Further, a |fold-change| filter of > 1.5-fold was combined with the *p *< 0.0001 filter to limit consideration to genes showing expression ratios > 1.5 (up regulated genes) or < 0.667 (down regulated genes). When two or more probes assigned the same gene name gave the same pattern of regulation across the seven microarray comparisons, they were deemed to be redundant probes (as indicated by assignment to the same total flag sum (TFS) group; see Additional file 2 and below), and only the probe with the lowest set of *p*-values was retained. Probes associated with the same gene name but different TFS groups were retained. After removing redundant probes, 5,715 probes (genes) met the above specified *p*-value, expression ratio, and well above background filters. 1,212 of the 5,715 genes showed significant sex-differences in expression at 8 wk, and on that basis were defined as adult sex-specific (adult sex-biased) genes. All microarray data files are available at the GEO web site [31] as GEO series GSE34782.

### Data analysis

A system of binary and decimal flags (TFS) [32] was used to classify the 5,715 regulated genes based on expression ratios and *p*-values across the seven microarray comparisons (Additional file 2). Hierarchical clustering and heat map generation were carried out separately for the 1,212 adult sex-specific genes and 4,503 sex-independent genes using Cluster [33] and Java TreeView [34]. STEM clustering [35,36] of the adult sex-specific genes, and separately, STEM clustering of the adult sex-independent genes, was used to identify common patterns present within each gene set. STEM clustering was carried out using log2 gene expression ratios from our microarray study, with each of the 7 microarrays serving as a separate data point for STEM clustering. The maximum number of model STEM profiles considered was set to either 30 or 50 and the maximum unit change in model profiles between time points was set equal to 2 [35,36]. The STEM profiles are derived from predefined patterns based on the maximum number of profiles and the maximum distance between two data points, which is selected by the user. A greedy approximation algorithm generates a set of patterns that maximizes the minimum distance between any two patterns so that the set of patterns is distinctive but also representative of all the possible patterns [35,36]. A permutation-based test was used to quantify the expected number of genes that would be assigned to each predefined pattern if the data were randomly generated. If the number of genes assigned to a given predefined pattern is significantly greater than the predicted number of genes, then the profile with the genes assigned to that predefined pattern is assigned a significant *p*-value.

The DAVID annotation tool [37,38] was used to analyze the genes in each STEM cluster to identify enrichment clusters deemed significant (minimum enrichment score of 1.3, which is equivalent to a *p*-value of 0.05). Potential transcriptional regulators were identified by searching the Gene Ontology (GO) descriptors of the 5,715 regulated genes for the terms "DNA binding" or "transcription". The initial list of genes was filtered using the following more stringent criteria: microarray signal intensity ≥ 25 at 8 wk of age, expression ratio > 2-fold in the arrays in which the gene exhibited a *p*-value < 0.0001, and in the case of adult sex-biased transcriptional regulators, expression ratio > 2 (or < 0.5) for the male 8 wk vs. female 8 wk comparison. The list of adult sex-specific transcriptional regulators were further narrowed down by focusing on genes whose expression was altered by conditions that influence the expression of adult sex-specific genes, such as hypophysectomy [27], STAT5b deficiency [32], and HNF4α deficiency [24,39].

### Comparison of microarray data sets and enrichment score calculations

Gene sets identified by microarray analysis of hypophysectomized mouse liver [27] or HNF4α-deficient mouse liver [24] were compared to the sets of genes that showed significant changes in expression from 3 wk to 8 wk in the present study. For these analyses, a more stringent threshold was used to define sex-independent genes, to exclude genes showing a weak sex-bias in expression as well as genes giving very low microarray signal intensities. Thus, the stringent criteria used to identify sex-independent genes was male:female (or female:male) expression ratio < 1.2, *p*-value > 0.01, and Agilent microarray signal intensity ≥ 25. Enrichment scores calculated for comparisons between microarray studies run on different array platforms were based on to the genes represented of both microarray platforms (Agilent mouse microarray G4122F-014868 used previously [24,27] vs. Agilent mouse microarray G4846A-026655 for the present study). A background gene set comprised of all genes common to both platforms was used when calculating enrichment scores for male-specific, female-specific, and all genes that are either up or down regulated from 3 wk to 8 wk. A background gene set comprised of all sex-independent genes was used as the background when calculating enrichment scores for sex-independent genes that are either up or down regulated from 3 wk to 8 wk. Enrichment *p*-values were calculated using two tail Fisher Exact Test, with a *p*-value < 0.0001 deemed significant.

## Results

### Overall patterns of developmental change in sex-independent mouse liver genes

Expression microarrays were used to investigate global changes in gene expression in male and female mouse liver from the pre-pubertal period (3-4 wk) to young adulthood (8 wk of age). Liver RNA was isolated from groups of male and female mice euthanized at each developmental time point and analyzed in seven sets of competitive microarray hybridization experiments (see Additional file 3A). 

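The 7 sets of hybridizations comprised 14 Agilent whole mouse genome arrays, 2 for each comparison, on which liver RNA of one group labelled with one dye competed with liver RNA of another group labelled with the second dye. The 2 arrays of a comparison were made from separate RNA pools with the dyes exchanged. A pool held liver RNA from 5 mice at 3 wk and from 6 mice at 4 and 8 wk, all of the CD1 strain. The values used here are the log10 ratios of red over green signal that the authors obtained for each spot with Agilent's Feature Extraction software after background subtraction and dye normalization. They were converted to log2 and oriented as male over female, or as 8 wk over the younger age. Each array held 44,397 spots, of which 43,020 were not controls and belonged to 39,429 probes. In one channel of one array, 55.2% to 77.2% of these spots (median 66.5%) were well above background, which is the software's condition for a signal distinct from the local background. No spot was saturated, and 0 to 10 spots per array were left out as non-uniform outliers. A ratio of exactly 0 was recorded for 5,057 to 12,840 spots per array, and none of those spots was well above background. The ratios of all 14 arrays were fitted together with limma, which moderates the variance of each probe by that of all probes. The model had 1 coefficient for each of the 7 comparisons and 1 term for the dye. The p-values were adjusted by the Benjamini-Hochberg method over all probes and comparisons together. A gene was called when its adjusted p was below 0.05, its expression ratio was above 1.5 or below 0.667, and at least 1 of the compared groups was well above background on both arrays. The Rosetta p-values were not used here. Probes of one gene with the same pattern of calls were counted once. Gene names were found for 26,175 probes, 26,055 of them through RefSeq accessions and 120 through the first 629 of the 5,715 rows of Additional file 3B, the part held here. Each value given as a mean ± SD comes from n = 2 arrays, and this number limits the precision.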

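The pools of one number appear to have been used again in each comparison of their group. Around the loop of M3/F3, F8/F3, M8/F8 and M8/M3, the difference between the replicates that the age comparisons gave correlated across 20,449 probes with the difference that the sex comparisons gave (Pearson's r = 0.913), and around the corresponding 4 wk loop r was 0.904. The loops were read on these probes alone, which were well above background in both channels of all 14 arrays. Dimmer probes were left out. Probes are not independent replicates. The same loops gave a measure of array error, since the sex ratios at 8 wk and at the younger age also imply the difference between the age ratios of the sexes. The direct and implied values differed by an SD of 0.10 (3 wk) and 0.09 (4 wk) on the log2 scale, and 99.8% and 99.9% of probes differed by less than 1.5-fold. The SD between the replicate arrays of a comparison ranged from 0.18 (M4/F4) to 0.23 (M8/F8), so most of the spread of these bright probes came from the pools. The estimated share of the pools in the variance between replicate arrays was 90.9%. A dye effect cancels around a loop and is not part of this estimate.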

Normalized expression ratios and *p*-values were calculated for all seven datasets using Rosetta Resolver software. 5,715 microarray probes (genes) met the combined threshold criteria for differential expression (expression ratio > 1.5 or < 0.667, and *p *< 0.0001) for at least one of the seven arrays after elimination of redundant probes (Additional file 3B). 

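With the limma test, 5,667 genes, represented by 5,966 probes, were called in at least 1 of the 7 comparisons, and 27,387 probes were bright enough to be called in some comparison. Sex differences were called for 98 genes in M3/F3, 303 genes in M4/F4 and 1,389 genes in M8/F8. At 3 wk 36 of these genes were higher in male liver and 62 in female liver, and at 4 wk the numbers were 116 and 187. Without the threshold on the expression ratio, which was the alternative that changed the number of genes called in at least 1 comparison most, it was 13,734. When the error-weighted averages and the p threshold of the study were calculated from the deposited ratios and their errors, 5,766 genes were called. Across the 629 probes of Additional file 3B that were held here, the paper's log2 ratios correlated with the present ones with r between 0.964 (M3/F3) and 0.999 (F8/F3). Of the M8/F8 ratios that passed the paper's thresholds, 568 of 629 were also called here. In M3/F3 8 of 15 were, in M4/F4 97 of 119, in M8/M3 308 of 321, in M8/M4 251 of 269, in F8/F3 165 of 190 and in F8/F4 77 of 103, and all of these ratios had the same sign as the paper's.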

Genes were classified as male-specific (587 genes), female-specific (625 genes), or sex-independent (4,503 genes) based on their expression profiles in male compared to female liver at 8 wk of age (Table 1).

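At 8 wk 624 genes were called higher in male liver and 765 higher in female liver, and the other 4,278 called genes had no call in M8/F8. Among called genes that were well above background in both groups and changed the same way on both arrays, the largest male bias was that of the Y chromosome gene Ddx3y, with a log2 ratio of 6.58 (standard error 0.63, adjusted p = 0.0011), followed by Cyp4a12a at 4.77 (standard error 0.56, adjusted p = 0.0023) and Nat8f5 at 4.64 (standard error 0.33, adjusted p = 0.000387). The largest female bias was found for Sult3a1 at -7.81 (standard error 0.82, adjusted p = 0.00155), Sult2a1 at -6.79 (standard error 0.45, adjusted p = 0.000318) and Cyp3a44 at -6.73 (standard error 0.26, adjusted p = 7.74e-05). Several of these genes belong to families with closely related members, and a probe can record more than 1 of them. Under the p threshold of the study applied to limma's unadjusted p-values, 273 male-specific and 284 female-specific genes were called.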

**Table 1:** Gene count distribution and onset of sex specificity

Sex specificity (defined at 8 wk)	Onset at 3 wk	Onset at 4 wk	Onset at 8 wk	No sex specificity	Total genes
		**Number of genes**			

Male-specific	7	54	526*	0	587

Female-specific	9	104	512**	0	625

Sex-independent	23 (M), 56 (F)***	59 (M), 86 (F)***	0	4279	4503

The onset of sex-specificity for 1,037 out of 1,212 adult sex-specific genes occurred after 4 wk and by 8 wk. 

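Of the 1,389 genes called in M8/F8, 1,200 had no call of the same direction at 3 or 4 wk. Of these, 556 were male-specific and 644 female-specific. With limma's unadjusted p-values at the threshold of the study, 48 adult sex-specific genes called in the same direction at 4 wk were found. With the adjusted p and no threshold on the ratio there were 976.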

224 of the 4,503 adult sex-independent genes met the thresholds for sex-differential expression at 3 or 4 wk, but not at 8 wk, however, only 13 of these genes showed the same sex-bias at 3 wk as at 4 wk. 

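Among the 4,278 sex-independent genes, 173 were called in M3/F3 or M4/F4. At 3 wk 22 were higher in male and 41 higher in female liver, and at 4 wk 47 and 73. The same bias at both ages was called for 9 genes.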

Three of the 7 male-specific genes showing sex specificity at 3 wk are Y-chromosome genes

* Includes 5 genes found to be male-specific at 8 wk, but female-specific at 3 or 4 wk

** Includes 6 genes found to female-specific at 8 wk, but male-specific at 3 or 4 wk

*** These genes exhibit either male-specificity (M) or female-specificity (F) at 3 or 4 wk, as noted, but show sex-independent expression at 8 wk

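Over the 4,278 sex-independent genes, the log2 ratios of M8/M3 and M8/M4 correlated with Pearson's r = 0.907 and those of F8/F3 and F8/F4 with r = 0.901. Between the sexes, r was 0.884 for M8/M3 with F8/F3 and 0.848 for M8/M4 with F8/F4. These correlations are across genes, which are not independent replicates. The comparisons of one sex also share their 8 wk pools. In simulated data with no true change and the pools shared as on these arrays, over all genes without a selection by calls, r was 0.459 for M8/M3 with M8/M4, 0.450 for F8/F3 with F8/F4 and 0.00604 for M8/M3 with F8/F3. In average-linkage clustering with 1 - r as the distance, M8/M3 joined M8/M4 at 0.0925, F8/F3 joined F8/F4 at 0.0988, and the pairs joined each other at 0.158.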

Hierarchical clustering of the 4,503 genes showing sex-independent expression at 8 wk showed that arrays from the same sex clustered together (Figure 1A). 

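Of the sex-independent genes, 951 were called down and 678 were called up from 3 to 8 wk in both sexes. The median log2 ratio of the former group was -1.24 in M8/M3 and -1.09 in F8/F3, and that of the latter was 0.97 and 0.89.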

Many of the genes that were either up regulated (red) or down regulated (green) from 3 or 4 wk to 8 wk displayed similar changes in expression in both sexes. However, qualitative differences in developmental patterns between male and female liver were apparent (Figure 1A, gene groups marked A-C). 

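Among the sex-independent genes, 1,823 were called only in the male comparisons and 635 only in the female ones. The difference between the sexes was itself tested as the interaction of sex and age, M8/M3 minus F8/F3 and M8/M4 minus F8/F4, in the same limma model. It was called for 141 of the 1,823 and for 23 of the 635 genes.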

Strong down regulation was seen in both sexes for some adult sex-independent genes (Figure 1A, group D), including genes involved in mitosis and the cell cycle, which reflects the decrease in cell growth that occurs in liver during the post-pubertal period [10].

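The mitosis genes were read as a list of 43 genes, chosen before the data were examined, all of which were bright enough to be tested. From 3 to 8 wk 43 were called down in male and 42 in female liver, and from 4 to 8 wk 41 and 42. The median log2 ratio was -3.21 in M8/M3, -2.75 in M8/M4, -2.61 in F8/F3 and -2.62 in F8/F4. Lists were tested against all 15,410 tested genes with limma's camera test at a preset inter-gene correlation of 0.01. The adjusted p-values of this list were 1.06e-24, 2.86e-29, 3.39e-28 and 4.5e-39. In all, 15 lists were tested in 7 comparisons and 2 interactions, and 61 of the 135 tests had an adjusted p below 0.05, as did 61 when adjusted over the list alone. Of the 61, 48 held under the rotation test fry, those of the mitosis list in the 4 age comparisons among them, and 3 held when camera estimated the correlation from the data. The 3 were the Y chromosome list in M3/F3 and M4/F4 and the X chromosome list in M3/F3.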

**Figure 1:**
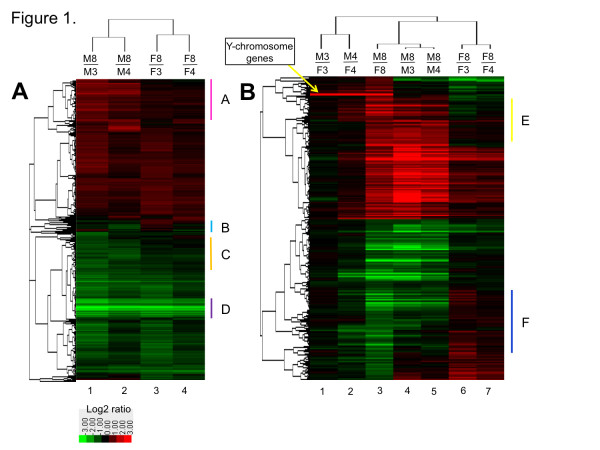
**Heat maps displaying patterns of expression for 5,715 regulated genes clustered by gene and sample**. Genes are depicted based on their expression ratios across the seven microarray experiments. Colors range from bright red (up regulation, log2 ratio ≥ 3) to bright green (down regulation, log2 ratio ≤ -3). Hierarchical clustering was performed based on Pearson's correlation of log2 ratios. The dendograms at the top identify arrays showing the greatest similarity in their patterns of expression. M3, male liver at 3 wk; M4, male liver at 4 wk; M8, male liver at 8 wk; F3, female liver at 3 wk; F4, female liver at 4 wk; and F8, female liver at 8 wk. **A**. Heat map showing expression ratios for 4,503 adult sex-independent genes in the four microarray comparisons indicated at the top. Qualitative differences between sexes were seen in the developmental changes for the gene groups marked A-C at the right: group A genes showed greater up regulation in male liver than in female liver, group B genes showed greater up regulation in female liver than in male liver, and group C genes showed greater down regulation in male liver than in female liver. Group D genes showed strong down regulation in both sexes from 3 or 4 wk to 8 wk and includes genes associated with cell cycle and mitosis. **B**. Heat map showing expression ratios for 1,212 adult sex-specific genes across the seven microarray comparisons indicated at the top. Marked at the right are genes in group E, which show developmental up regulation from 3 or 4 wk to 8 wk in male liver but not in female liver, and genes in group F, which show developmental up regulation in female liver and down regulation in male liver.

### Developmental regulation of sex-biased genes

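Over the 1,389 sex-specific genes and all 7 comparisons, M8/M3 joined M8/M4 at a distance of 0.0395 and F8/F3 joined F8/F4 at 0.150. M8/F8 joined the male pair at 0.162 and M4/F4 joined them at 0.413. The female pair followed at 0.681 and M3/F3 at 0.965.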

Hierarchical clustering of the 1,212 adult sex-specific genes revealed similar numbers of male-biased genes as female-biased genes (Figure 1B, array 3). Sex differences in gene expression primarily emerged after 4 wk of age, with very few adult sex-specific genes showing sex-biased expression at 3 wk or 4 wk (Figure 1B, arrays 1 and 2 vs. array 3; Figure 2A). Thus, only 16 of the adult sex-specific genes showed sex-differential expression at 3 wk (Table 1). This increased to 174 genes by 4 wk, with two thirds of these genes showing female specificity. However, for the majority (86%) of adult sex-specific genes, sex-specific expression was first observed at 8 wk (Table 1, Figure 2A).

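For the 624 male-specific genes, the median log2 ratio of male over female was 0.00 at 3 wk, 0.27 at 4 wk and 1.12 at 8 wk. Ratios above 0 were found for 51.0% of these genes at 3 wk and 84.0% at 4 wk. The 3 wk median was 0 to numerical precision. Spots with a recorded ratio of exactly 0 were not well above background. This median thus partly reflects genes without a measured ratio at that age, which rounding can also place on either side of 0. For the 765 female-specific genes, the medians were -0.07, -0.28 and -0.85, and 62.9% and 88.2% had ratios below 0 at 3 and 4 wk. The genes were chosen by their 8 wk ratio, which shares no pool with the ratios at 3 and 4 wk.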

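At 3 wk 29 of the sex-specific genes were called in the direction they had at 8 wk. The 12 male-specific genes were Ddx3y, Eif2s3x, Eif2s3y, Klk1, Klk1b22, Klk1b3, Klk1b4, Klk1b8, Mab21l3, Slc17a8, Spon2 and Uty. The 17 female-specific ones included A530064D06Rik, Atp6v0d2, B830012L14Rik, Cyp2c37, Jpx, Orm3, Pira7, Prom2, Ptger2, Rasgef1b, Rdh16f2, Rnf225, Slc22a3, Srrm4, Xist and 1 probe without a gene name. The 5 Klk1 family genes are closely related, and their probes may not measure separate transcripts. The 2 Eif2s3x probes differed in direction. A_51_P305532 gave a log2 ratio of 1.70 in M3/F3, 1.83 in M4/F4 and 1.98 in M8/F8, and A_55_P2093764 gave -0.62, -0.57 and -0.54.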

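The share of the sex-specific genes first called at 8 wk was 86.4%. By 4 wk 189 genes had been called in their adult direction at 3 or 4 wk, and 64.0% of them were female-specific. At 4 wk itself 180 were called, and without the first M4/F4 array 103 were. Calls of the opposite direction at 3 or 4 wk were found for 4 male-specific and 5 female-specific genes. Of the 1,192 genes with no call in either direction at 3 or 4 wk, 583 already had the sign of their 8 wk ratio at both ages.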

**Figure 2:**
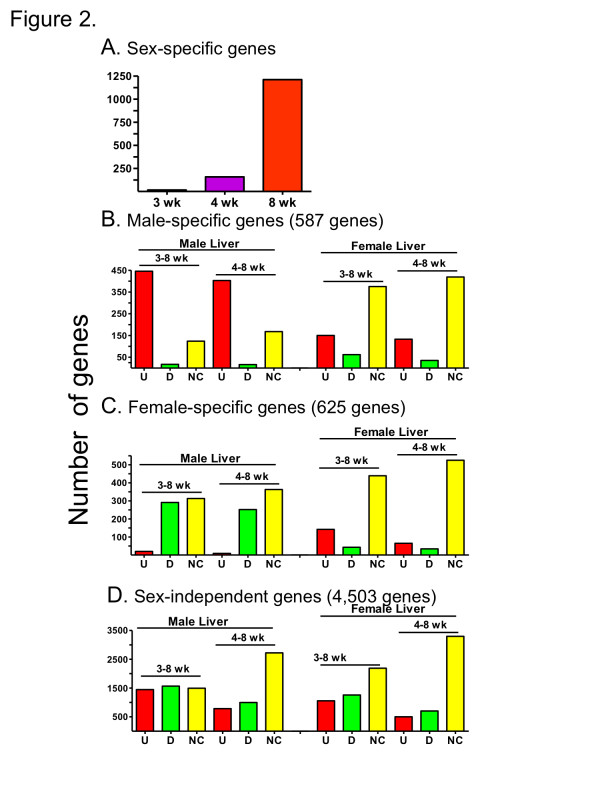
**Numbers of sex-specific genes and patterns of developmental regulation of adult sex-specific genes and adult sex-independent genes**. Bar graphs present the number of genes that are either sex-specific in adult mouse liver or are up regulated (U), down regulated (D), or not significantly changed in expression (NC) from 3 wk to 8 wk or from 4 wk to 8 wk in male and female liver, as marked. **A**. The number of adult sex-specific genes increases from 3 to 8 wk, with onset of sex-specificity primarily occurring between 4 wk and 8 wk. **B**. Adult male-specific genes are predominantly up regulated in male liver, while in female liver they are mostly not regulated. **C**. Adult female-specific genes are primarily down regulated or are not regulated in male liver, while in female liver they are mostly not regulated. **D**. A somewhat greater number of adult sex-independent genes are regulated from 3 or 4 wk to 8 wk in male liver compared to female liver.

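In M8/M3 2,007 genes were called up and 2,016 down, and in M8/M4 1,195 and 1,327. In female liver 1,330 genes were called up and 1,339 down in F8/F3, and 625 and 715 in F8/F4. The median log2 ratio of all probes lay between 0.00 and 0.02 in every comparison.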

Approximately 1,000 genes showed a change in expression from 3 or 4 wk to 8 wk in male liver as compared to female liver (Additional file 3A). 

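Of the 5,667 called genes, 4,545 were called in an age comparison of male liver and 2,866 in one of female liver. Male liver alone had a call for 2,448 genes, female liver alone for 769, and both sexes changed the same way for 2,041. An interaction of sex and age was called for 482 of the 2,448 genes (19.7%) and for 76 of the 769 (9.88%). Of the male-only genes, 2,017 were called in M8/M3. Their F8/F3 ratio had the same sign for 88.2%, with a median of 0.36 in the male direction against 0.82 in male liver. Of the female-only genes, 686 were called in F8/F3. The M8/M3 ratio had the same sign for 89.8%, with a median of 0.43 against 0.73.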

The largest number of genes showed postnatal developmental changes in either male liver only (2,348 genes) or in both male and female liver in a common manner (1,926 genes), as compared to changes in female liver only (981 genes) (Additional file 3C). In particular, many more adult sex-biased genes showed post-pubertal developmental changes in male liver as compared to female liver (Figure 1B, arrays 4 and 5 vs. arrays 6 and 7; Figure 2B, C). Thus, 488 (83%) male-specific genes showed a developmental change in male liver vs. 248 (42%) showed such a change in female liver. Similarly, 358 (57%) of female-specific genes showed a developmental change in male liver vs. 208 (33%) showed such a change in female liver (Additional file 3C). Moreover, 516 (43%) of the adult sex-biased genes displayed a developmental change in male liver only, while 126 (10%) showed a change in expression in female liver only (Additional file 3C). This greater frequency of developmental changes in male liver was seen for both male-specific and female-specific genes: 273 of 587 male-specific genes showed a developmental change in male liver only, while only 33 were changed in female only. Similarly, 243 of 625 female-specific genes were changed in expression in male liver only, while only 93 showed a female-specific change (Additional file 3C).

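The interaction of sex and age was called for 786 genes from 3 to 8 wk and for 337 genes from 4 to 8 wk. The log2 ratio was higher in male than in female liver for 422 and 207 of these, and lower for 364 and 130. Of the genes with an interaction, 579 (73.7%) and 261 (77.4%) were sex-specific at 8 wk. The same difference was read on the other arrays, as M8/F8 minus M3/F3 or M8/F8 minus M4/F4, and had the same sign for 98.9% and 99.1% of the genes. The count depended on the model. With 6 group means in place of 7 comparisons, 1,803 genes with a sex by age interaction, 3 to 8 wk, and 1,130 genes with a sex by age interaction, 4 to 8 wk, were called, and with the shared pools in the covariance, an alternative chosen after the data were seen, 428 and 68. In simulated data with 200 changed genes, the group means called on average 405 false interactions from 3 to 8 wk, the present model 22.9 and the model of the pools 7.85.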

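A developmental change in male liver was called for 522 (83.7%) and one in female liver for 235 (37.7%) of the male-specific genes. The numbers for the female-specific genes were 443 (57.9%) and 239 (31.2%). Because the 8 wk pools of both sexes also entered M8/F8, by which the genes were chosen, chance deviations of an 8 wk pool can raise both shares.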

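A change in male liver only was called for 625 of the sex-specific genes (45.0%) and one in female liver only for 134 (9.65%). The interaction of sex and age was called for 341 of the former and 53 of the latter.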

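Among the male-specific genes, 317 were called only in male liver, 179 of them with an interaction, and 30 only in female liver, 10 of them with an interaction. Among the female-specific genes, 308 were called only in male liver, 162 with an interaction, and 104 only in female liver, 43 with an interaction.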

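In M8/M3 485 of the male-specific genes (77.7%) were called up and 15 down, with a median log2 ratio of 1.38. In M8/M4 440 (70.5%) were up and 16 down, with a median of 1.15. Among all male-specific genes with a change in male liver, 503 were up (96.4%). Of the female-specific genes, 357 (46.7%) were called down in M8/M3 and 29 up (median -0.60), and 327 (42.7%) were down in M8/M4 and 10 up (median -0.56). In simulated data without a true change, the pools that M8/F8 and M8/M3 share gave 31.6% of male-specific genes above 1.5-fold up and 30.9% of female-specific genes down. The sharing was avoided by choosing genes above 1.5-fold on one replicate's M8/F8 array and reading M8/M3 on the other replicate. The shares above 1.5-fold were then 53.7% and 36.7%, or 54.7% and 41.3% with the replicates exchanged, and between 14.3% and 15.5% in the simulated data. With genes chosen and read on the same replicate, they were 46.3% and 44.0% on the first and 61.3% and 37.4% on the second. In the simulated data, genes chosen and read on the first replicate gave 33.6% and 33.7%. The 37.4% thus lies close to what sharing alone gave.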

In male liver, almost all male-biased genes showing a developmental change were up regulated, while almost half of female-biased genes were down regulated after puberty. In contrast, in female liver, the majority of sex-biased genes showed no significant change in expression over the same period (Figure 2B, C). 

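In F8/F3 404 (64.7%) of the male-specific genes had no call, 163 were up and 57 down, and in F8/F4 477 (76.4%) had none, 117 were up and 30 down. The median log2 ratios were 0.31 and 0.24. Of the female-specific genes, 547 (71.5%) had no call in F8/F3, 161 were up and 57 down, and 653 (85.4%) had none in F8/F4, 66 were up and 46 down, with medians of 0.16 and 0.06. The paper links the shift to sex-specific expression with changes in male liver, where male-specific genes rose and female-specific genes fell. It proposes that the male pattern of GH secretion could switch activators or repressors of transcription on or off there.

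**Figure D1:**
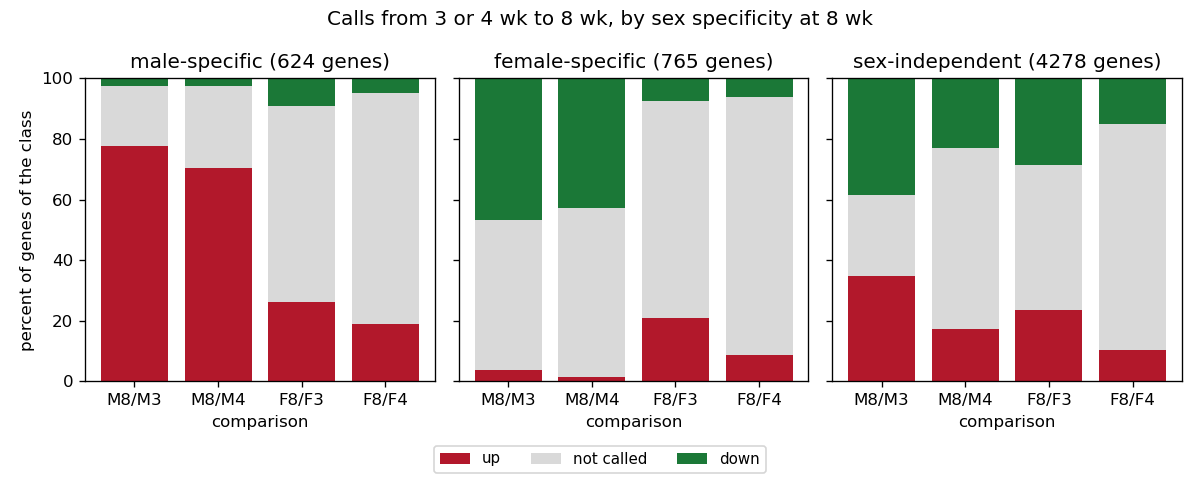
Percent of the male-specific, female-specific and sex-independent genes called up, called down or not called in each of the 4 age comparisons (limma, n = 2 arrays per comparison). Up calls of the male-specific genes fill 77.7% of the M8/M3 bar, and genes without a call fill 64.7% of the F8/F3 bar.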

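Of the 4,278 sex-independent genes, 3,580 (83.7%) had a call in male liver and 2,392 (55.9%) in female liver. In M8/M3 1,493 were up and 1,644 down, in M8/M4 745 and 984, in F8/F3 1,006 and 1,225, and in F8/F4 442 and 639. All of these genes had been selected for a call in at least 1 comparison, which raises both shares.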

Fewer developmental changes in sex-independent genes were also seen in female liver (Figure 2D). Differences in the direction of regulation between male and female liver were noted for some genes. Examples include genes up regulated in male liver after 3-4 wk but unchanged in female liver, and genes down regulated in male liver but unchanged or slightly up regulated in female liver (Figure 1B, groups E and F, respectively).

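Among the sex-specific genes, 319 were called up in male liver with no call in female liver, 306 were down in male liver with no call in female liver, and 38 were down in male and up in female liver.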

### Clustering by predefined patterns (STEM analysis)

The 5,715 genes that met our threshold criteria for at least one of the seven microarray comparisons were clustered using Short Time-series Expression Miner (STEM) [35]. STEM analysis was carried out separately for adult sex-specific and adult sex-independent genes; it identified 12 significant gene profiles (gene clusters) comprised of 2,181 of the 4,503 adult sex-independent genes, and for 762 of the 1,212 adult sex-specific genes (Figure 3 and Additional file 4A-C). The DAVID annotation tool [37,38] was used to find significant enrichment clusters for each of the twelve STEM profiles; these results are presented in Additional file 5A-C. The largest adult sex-independent gene cluster, STEM profile 1 (Figure 3A), was comprised of 790 genes down regulated from 3 and 4 wk to 8 wk in both sexes and contained 39 significant DAVID enrichment clusters (Additional file 5A). 

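No STEM profiles or annotation clusters were calculated here. Among the sex-independent genes, 452 were called down in all 4 age comparisons. Their median log2 ratio was -1.75 in M8/M3, -1.29 in M8/M4, -1.53 in F8/F3 and -1.15 in F8/F4.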

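A list of 32 genes of DNA replication, chosen before the data were examined and sharing no gene with the mitosis list, was read in the age comparisons. The number called down was 27 in M8/M3, 17 in M8/M4, 24 in F8/F3 and 19 in F8/F4, and the median log2 ratios were -1.50, -0.87, -1.26 and -0.76. The camera test gave an adjusted p of 1.38e-16 in M8/M3.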

The top three clusters showed very strong enrichment for genes of cell cycle, mitosis and cell division (41.8-fold enrichment), chromosome condensation (23.6-fold enrichment), and DNA damage and repair (11.6-fold enrichment), all consistent with the down regulation of cell division in adult compared to postnatal mouse liver [3]. 

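All 4 age comparisons were called up for 151 sex-independent genes, with median log2 ratios of 1.26 in M8/M3, 0.94 in M8/M4, 1.04 in F8/F3 and 0.82 in F8/F4.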

The largest cluster of up regulated adult sex-independent genes (365 genes, STEM profile 2) was characterized by up regulation after 3 and 4 wk in both male and female liver (Figure 3B). Profile 2 contained two significant DAVID enrichment clusters, genes associated with responses to organic substances and endogenous stimuli, and ion and metal binding (Additional file 5A).

**Figure 3:**
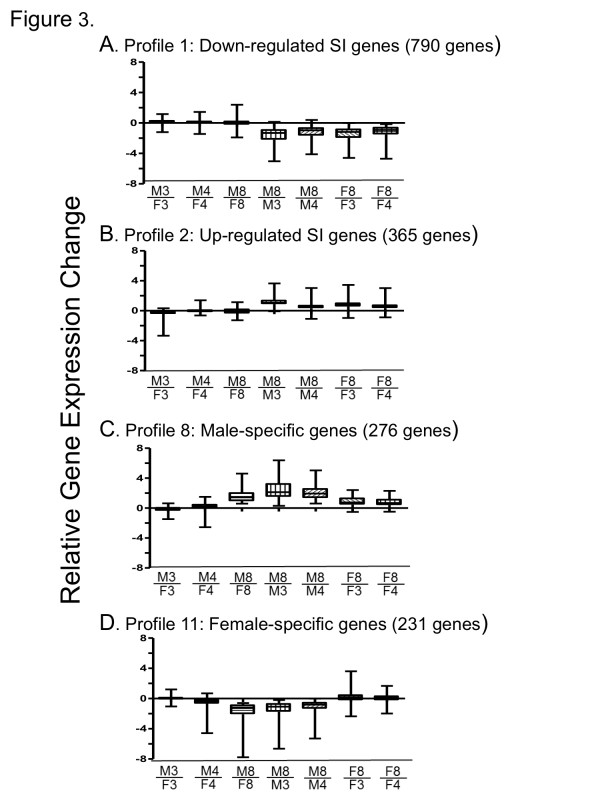
**Box and whisker plots representing gene expression patterns in genes clustered by STEM profiles**. Boxes represent the 25^th ^to the 75^th ^percentile of gene expression ratios for each of the 7 microarray comparisons indicated below the X-axis. A horizontal line across each box indicates the median expression ratio. The whiskers that extend above and below each box represent the highest and the lowest values. M3, male liver at 3 wk; M4, male liver at 4 wk; M8, male liver at 8 wk; F3, female liver at 3 wk; F4, female liver at 4 wk; and F8, female liver at 8 wk. **A**. Profile 1 is the largest adult sex-independent (SI) STEM cluster comprised of down regulated genes. On average, these genes are slightly more down regulated from 3 to 8 wk than from 4 to 8 wk in both male and female liver. **B**. Profile 2 is the largest adult sex-independent STEM cluster comprised of up regulated genes. These genes are slightly more up regulated from 3 to 8 wk than from 4 to 8 wk in both male and female liver. **C**. Profile 8 is the largest adult male-specific STEM cluster. These genes are up regulated from 3 to 8 wk and from 4 to 8 wk in male liver and to a lesser extent in female liver. **D**. Profile 11 is the large adult female-specific STEM cluster. These genes are down regulated from 3 to 8 wk and from 4 to 8 wk in male but not female liver.

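In both M8/M3 and M8/M4 422 male-specific genes were called up. Their median log2 ratio was 1.93 and 1.67 in male liver and 0.59 and 0.46 in F8/F3 and F8/F4. In female liver 175 of them (41.5%) were called up, 6 down, and 241 (57.1%) had no call.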

The largest cluster of adult sex-specific genes (276 male-specific genes; STEM profile 8), displayed strong up regulation from 3 and 4 wk to 8 wk in male liver, and weaker up regulation in female liver (Figure 3C). This profile contained three significant enrichment clusters, consisting of genes involved in pheromone binding and microsomal cytochrome P450/monooxygenase activity (Additional file 5B). The largest female-specific gene cluster (231 genes; STEM profile 11) was characterized by down regulation in male liver from 3 and 4 wk to 8 wk, without a change in female liver (Figure 3D). This profile contained 9 significant enrichment clusters, including cytochrome P450/monooxygenase activity, acyl CoA thioesterase, peroxisome, flavin monooxygenase, sulfotransferase, and lipid biosynthesis (Additional file 5C).

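In both male comparisons 273 female-specific genes were called down, with median log2 ratios of -1.32 and -1.10 in male liver and -0.16 and -0.25 in female liver. In female liver 187 (68.5%) had no call, 63 were down and 23 up.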

### HNF4α-dependence of developmentally responsive genes

To investigate whether the post-pubertal developmental changes that we observed are associated with a dependence of gene expression on HNF4α, a major regulator of liver-specific gene expression [25,40,41], we compared the gene groups showing up or down regulation during post-pubertal development to genes whose expression is either up or down regulated in response to liver-specific ablation of HNF4α [24]. In both male and female liver, genes up regulated from 3 wk to 8 wk showed highly significant enrichment for genes positively regulated by HNF4α (*p *= E-77 to E-110), and genes down regulated from 3 wk to 8 wk showed highly significant enrichment for the set of genes negatively regulated by HNF4α (*p *= E-66 to E-67) (Table 2). To determine whether adult sex-specific genes contribute to these enrichments, enrichment scores were calculated separately for male-specific and female-specific genes. Enrichment analysis was also calculated for stringent sex-independent genes, which were selected to exclude genes showing weak sex-specificity at 8 wk (see Materials and Methods). We found that male-specific genes contributed to the enrichment of the developmentally up regulated genes in genes positively regulated by HNF4α in both male liver (*p *= 8.8E-56) and female liver (*p *= 9.4E-09) (Additional file 6A). Male-specific genes also contributed to the enrichment of the genes down regulated developmentally in the set of genes negatively regulated by HNF4α in female liver (*p *= 5.6E-07), but not male liver (Additional file 6A). Female-specific genes contributed to the enrichment of the developmentally up regulated genes in genes positively regulated by HNF4α in female liver (*p *= 2.0E-27), and to the enrichment of developmentally down regulated genes in genes negatively regulated by HNF4α in male liver (*p *= 5.0E-38) (Additional file 6A). Stringent sex-independent genes showed the same patterns of enrichment that are seen for all genes in Table 2 (Additional file 6A). Moreover, significant overlap was seen between stringent sex-independent genes that are up regulated from 3 to 8 wk and genes that are positively regulated by HNF4α (66% overlap), and similarly, between stringent sex-independent genes that are down regulated from 3 to 8 wk and genes that are negatively regulated by HNF4α (65% overlap). Thus, both adult sex-independent and adult sex-specific genes are subject to positive regulation by HNF4α, in the case of the developmentally induced genes, and are subject to negative regulation by HNF4α, in the case of the developmentally repressed genes.

**Table 2:** Genes showing developmental changes are enriched for genes altered by liver-specific deletion of HNF4α

A. Background: All genes (22,831)	Genes up regulated in male HNF4α- deficient liver (2,619 genes)			Genes down regulated in male HNF4α- deficient liver (2,712 genes)		
	**# of overlapping genes**	**Fold enrichment**	**Fisher Test *p*-value**	**# of overlapping genes**	**Fold enrichment**	**Fisher Test *p*- value**

All genes up regulated in male liver 3-8 wk (1,550 genes)	*127*	*0.71*	*4.61E-05*	**537**	**2.92**	**3.87E-110**

All genes down regulated in male liver 3-8 wk (1,791 genes)	**486**	**2.37**	**1.15E-66**	*131*	*0.62*	*9.10E-10*

**B**. Background: All genes (22,831)	Genes up regulated in female HNF4α- deficient liver (2,227 genes)			Genes down regulated in female HNF4α- deficient liver (2,255 genes)		

	# of overlapping genes	Fold enrichment	Fisher Test *p*-value	# of overlapping genes	Fold enrichment	Fisher Test *p*- value

All genes up regulated in female liver 3-8 wk (1,087 genes)	93	0.88	0.208	**337**	**3.14**	**2.43E-77**

All genes down regulated in female liver 3-8 wk (1,360 genes)	**366**	**2.76**	**6.39E-67**	*85*	*0.63*	*4.35E-06*

Genes identified in the present microarray study were grouped based on their regulation from 3 wk to 8 wk and compared to genes from a previous microarray study [24] grouped by their response to liver-specific HNF4α-deficiency. All of the genes used to calculate the enrichment scores shown in this Table were represented on both microarray platforms. Total numbers of genes comprising each group are shown in parenthesis. Sample enrichment score calculation: [% of the genes down regulated in male liver from 3 wk to 8 wk that are up-regulated in male HNF4α-knockout mouse liver]/[% of all genes that are up-regulated in male HNF4α-knockout mouse liver], i.e., (486/1,791)/(2,619/22,831) = 2.37 fold enrichment. **Bold **text indicates enrichment with a highly significant *p*-value (*p *< 0.0001, Fisher's exact test), and *italic *text indicates depletion with a highly significant *p*-value (*p *< 0.0001, Fisher's exact test).

### Pituitary dependence of developmentally responsive genes

Growth hormone (GH) is an established regulator of a large majority of sex-specific gene expression in adult mouse and rat liver [5]. At 3 wk of age, serum concentrations of GH are low and subsequently increase in both male and female mice [42,43], with the temporal pattern of pituitary GH secretion becoming sexually dimorphic by 8 wk of age [44,45]. To investigate whether the observed developmental changes in liver gene expression might reflect changes in secretion of GH or other pituitary-dependent hormones, we compared the sets of genes that are up or down regulated from 3 to 8 wk of age to the sets of genes whose expression is altered following hypophysectomy [27]. Genes that were down regulated in either sex from 3 to 8 wk showed the strongest enrichment for genes up regulated following hypophysectomy, i.e., genes negatively regulated by pituitary hormone (*p *= E-24 to E-47) (Table 3). Conversely, genes up regulated from 3 to 8 wk showed the strongest enrichment for genes positively regulated by pituitary hormone (*p *= E-16 to E-30) (Table 3). This suggests that developmental changes in pituitary hormones, or pituitary-dependent hormones, play a significant role in the observed developmental changes in gene expression. Enrichment scores calculated separately for male-specific, female-specific, and stringent sex-independent genes showed that male-specific genes contributed to the enrichment of the developmentally up regulated genes in genes positively regulated by pituitary hormone in male liver, whereas female-specific genes contribute to the enrichment seen for the down regulated genes in male liver and to the enrichment seen for the up regulated genes in female liver (Additional file 6B). In contrast, the stringent sex-independent genes that were developmentally up regulated showed enrichment for genes under negative pituitary regulation (*p *= E-10 to E-18), suggesting that their up regulation from 3 to 8 wk reflects the loss of an inhibitory pituitary factor (Additional file 6B).

**Table 3:** Genes showing developmental changes are enriched for genes altered by hypophysectomy

A. Background: All genes (22,635)	Genes up regulated in male hypophysectomized liver (2,250 genes)			Genes down regulated in male hypophysectomized liver (2,202 genes)		
	**# of overlapping genes**	**Fold enrichment**	**Fisher Test *p*-value**	**# of overlapping genes**	**Fold enrichment**	**Fisher Test *p*-value**

All genes up regulated in male liver 3-8 wk (1,542 genes)	**213**	**1.39**	**3.05E-06**	**306**	**2.04**	**2.13E-30**

All genes down regulated in male liver 3-8 wk (1,773 genes)	**393**	**2.23**	**7.12E-47**	163	0.95	0.479

**B**. Background: All genes (22,635)	Genes up regulated in female hypophysectomized liver (1,521 genes)			Genes down regulated in female hypophysectomized liver (1,535 genes)		

	# of overlapping genes	Fold enrichment	Fisher Test *p*-value	# of overlapping genes	Fold enrichment	Fisher Test *p*-value

All genes up regulated in female liver 3-8 wk (1,070 genes)	**131**	**1.82**	**2.38E-10**	**151**	**2.08**	**2.91E-16**

All genes down regulated in female liver 3-8 wk (1,364 genes)	**203**	**2.21**	**5.87E-24**	**139**	**1.50**	**5.16E-06**

Genes identified in the present microarray study were grouped based on their regulation from 3 wk to 8 wk and compared to genes from a previous microarray study [27] grouped by their response to hypophysectomy. Enrichments were calculated as described in Table 2. Total numbers of genes comprising each group are shown in parenthesis. **Bold **text indicates enrichment with a highly significant *p*-value (*p *< 0.0001, Fisher's exact test).

### Developmental changes in expression of transcriptional regulators

We sought to identify transcription factors that could potentially contribute to the age dependent changes in gene expression described above. 323 of the 4,503 adult sex-independent genes were identified as potential transcriptional regulators by their Gene Ontology (GO) descriptors. 37 of these genes showed at least a 2-fold change in expression on all arrays that had a significant *p*-value (*p *< 0.0001) (Additional file 7A). 

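The 37 entries of Additional file 7A carry 36 gene names and pass the paper's criteria in 108 comparisons in all. Of these, 95 were called here with limma, and all but 1 had a ratio above 2-fold in size. A call in at least 1 age comparison was found for 33 names, 19 of them down and 14 up, none in both directions. Hic2, Prim2 and Smad9 had no call at the probe used, which was the brightest of a gene, although a second Hic2 probe gave 1.36 in M8/M4 and was called. All 4 age comparisons were called down for Asf1b, Ccna2, Cry1, E2f7, Hells, Hmgb2, Mcm5, Mcm6, Ppard, Rad54b, Top2a and Uhrf1, and up for Dbp, Nr1d1, Nr1d2, Ppargc1b and Tef. The entries of this table were selected on the arrays read here, so the calls are no independent evidence.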

DAVID analysis of the 37 genes identified 12 significant clusters, 5 of which were closely associated with transcription. The other 7 clusters consisted of genes that contain a basic motif, or are involved in circadian rhythm, chromosomal organization, DNA replication, DNA repair or metal ion binding (Additional file 7B).

Using a similar approach, 23 male-specific genes and 32 female-specific genes were identified as potential transcriptional regulators. Within these groups, 3 male-specific and 6 female-specific genes had a sex-bias of at least 2-fold at 8 wk and were confirmed as showing sex-specific expression in earlier mouse liver microarray studies (Table 4) [27,32]. Four of these transcriptional regulators did not show sex-specific expression until 8 wk (*Id1, Jazf1, Klf17, Ybx2*) while the other five displayed sex-specificity by 4 wk (*Cdx4, Cux2, Ihh, Tox, Trim24*). 

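In M8/F8 the log2 ratio of male over female was 1.27 ± 0.19 (adjusted p = 0.000878) for Ihh and 1.13 ± 0.05 (adjusted p = 0.00865) for Klf17, whose female signal at 8 wk was well above background on 1 of 2 arrays. It was 0.21 ± 0.12 (adjusted p = 0.102) for Ybx2 at the only probe with that RefSeq name, and the paper may have read another. Among the female-specific regulators it was -4.47 ± 0.08 (adjusted p = 6.69e-05) for Cux2, -2.78 ± 0.02 (adjusted p = 0.000121) for Tox, -1.88 ± 0.33 (adjusted p = 0.00139) for Jazf1 and -1.17 ± 0.04 (adjusted p = 0.00129) for Id1, and Trim24 was 4.01-fold lower in male liver (adjusted p = 9.55e-05). Cdx4 was well above background on neither male array at 8 wk and was at least 1.71-fold lower in male than in female liver (adjusted p = 0.0193). Such a bound is the ratio of background-corrected intensities averaged over the arrays, in which the dim group is given at least the lowest intensity that was well above background on its array. Leaving out the second M8/F8 array gave Klf17 a log2 ratio of 0.88 and no call.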

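At 4 wk the log2 ratio of male over female was 0.91 ± 0.14 (adjusted p = 0.00304) for Ihh, -2.75 ± 0.11 (adjusted p = 0.000203) for Cux2, -1.30 ± 0.24 (adjusted p = 0.00124) for Tox and -1.19 ± 0.27 (adjusted p = 0.000372) for Trim24. For Cdx4 it was -1.88 ± 0.26 (adjusted p = 0.0905), with male signal well above background on 1 of 2 arrays. It was 0.26 ± 0.31 (adjusted p = 0.216) for Id1, 0.10 ± 0.57 (adjusted p = 0.919) for Jazf1, -0.23 ± 0.70 (adjusted p = 0.534) for Klf17 and 0.13 ± 0.18 (adjusted p = 0.324) for Ybx2. At 3 wk the 9 ratios lay between -0.33 for Cux2 and 0.29 for Jazf1, and none was called. Cdx4 at 4 wk was called under the error model of the study.

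**Figure D2:**
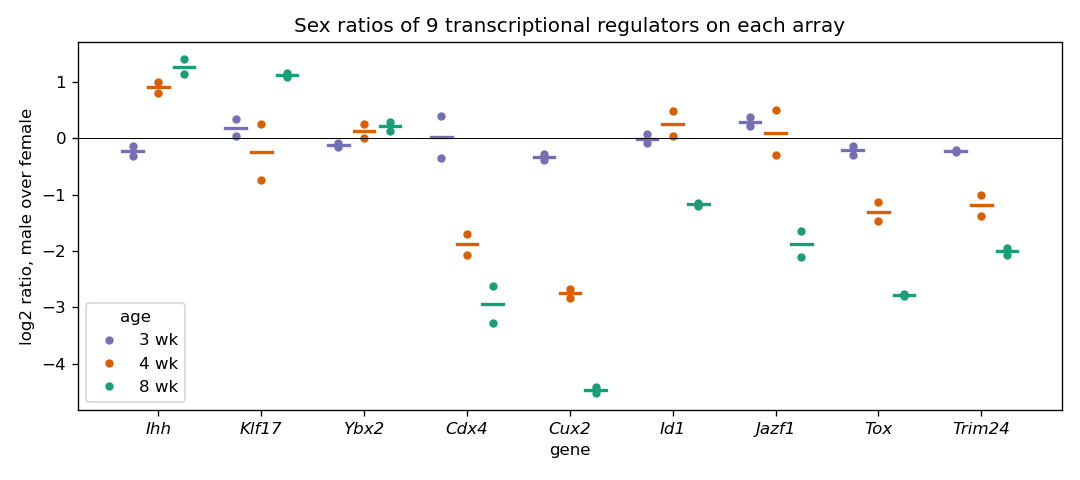
Log2 ratio of male over female of the 9 transcriptional regulators at 3, 4 and 8 wk, each point 1 array and each bar the mean of 2. Cux2, Tox and Trim24 lie below 0 at 4 wk and lower at 8 wk, with means of -4.47 and -2.78 for the first 2. Points of Cdx4 at 8 wk and of Klf17 at 3 and 4 wk include signals near background.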

The three male-specific transcriptional regulators (*Ihh, Klf17, Ybx2*) were up regulated from 3 wk to 8 wk in male liver, while *Ybx2 *was also up regulated from 3 to 8 wk in female liver. 

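From 3 to 8 wk the log2 ratio in male liver was 1.15 ± 0.08 (adjusted p = 0.00125) for Ihh, 1.61 ± 0.25 (adjusted p = 0.00218) for Klf17 and 0.31 ± 0.02 (adjusted p = 0.03) for Ybx2, the last below the 1.5-fold threshold. In female liver it was -0.36 ± 0.32 (adjusted p = 0.0905) for Ihh, 0.40 ± 0.45 (adjusted p = 0.232) for Klf17 and 0.22 ± 0.11 (adjusted p = 0.0958) for Ybx2. From 4 to 8 wk in male liver, the ratio was 0.28 ± 0.26 (adjusted p = 0.17) for Ihh, 1.34 ± 0.28 (adjusted p = 0.00446) for Klf17 and 0.38 ± 0.01 (adjusted p = 0.0127) for Ybx2. A difference between the sexes in the change from 3 to 8 wk was called for Ihh but not for Klf17 or Ybx2, and from 4 to 8 wk for none of them, with 0.21 (adjusted p = 0.671) for Ihh.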

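From 3 to 8 wk in male liver, the log2 ratio was -1.96 ± 0.19 (adjusted p = 0.000594) for Cux2, -1.93 ± 0.08 (adjusted p = 0.000325) for Tox, -1.64 ± 0.20 (adjusted p = 0.00229) for Jazf1, -1.09 ± 0.01 (adjusted p = 0.000496) for Trim24 and -0.65 ± 0.11 (adjusted p = 0.0119) for Id1. Cdx4 fell by at least 1.37-fold (adjusted p = 0.00781). From 4 to 8 wk the male ratios of Cux2, Jazf1, Trim24 and Id1 were -1.20, -1.71, -1.01 and -0.97, all called, and that of Tox was -0.58 ± 0.30 (adjusted p = 0.0266), below the fold threshold. In F8/F3 the log2 ratio was 2.49 ± 0.36 (adjusted p = 0.000273) for Cux2, 0.66 ± 0.21 (adjusted p = 0.0161) for Tox and 0.66 ± 0.17 (adjusted p = 0.00299) for Trim24. It was -0.53 ± 0.89 (adjusted p = 0.729) for Cdx4, 0.04 ± 0.09 (adjusted p = 1) for Jazf1 and 0.40 ± 0.02 (adjusted p = 0.0688) for Id1.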

All 6 female-specific transcriptional regulator genes were down regulated in male liver after 3 or 4 wk, but in female liver showed no change in expression (*Cdx4, Jazf1, Id1*) or were up regulated from 3 or 4 wk to 8 wk (*Cux2, Tox, Trim24*).

**Table 4:** Sex-specific transcriptional regulators

Gene Name	*Ihh*	*Klf17*	*Ybx2*	*Cdx4*	*Cux2*	*Id1*	*Jazf1*	*Tox*	*Trim24*
Accession Number	NM_010544	NM_029416	NM_016875	NM_007674	NM_007804	NM_010495	NM_173406	NM_145711	NM_145076

Sex specificity	M	M	M	F	F	F	F	F	F

Onset of sex specificity	4 wk	8 wk	8 wk	4 wk	4 wk	8 wk	8 wk	4 wk	4 wk

Developmental change in M liver (3, 4 wk to 8 wk)	up	up	up	down	down*	down	down	down*	down

Developmental change in F liver (3, 4 wk to 8 wk)	no change	no change	up	no change	up	no change	no change	Up	up*

Response to HNF4α-knockout	down in M	down in M	-	up in M	up in M	up in M up in F	up in M up in F	up in M up in F	up in M up in F

Response to STAT5-knockout	-	-	down in M	no effect	up in M	-	no effect	up in M	up in M

Response to Hypox	down in M	down in M	-	down in F	up in M, down in F	up in M	up in M	up in M	down in F

Response to continuous GH	-	-	down in M at ≥ 4 day	up in M at ≥ 4 day	up in M at ≥ 2 day	-	no effect	no effect	up in M at ≥ 10 hr

Adult sex-specific genes with a |fold change| > 2 and *p *< 0.0001 for the male 8 wk vs. female 8 wk microarray comparison and having GO descriptors that contain the words "DNA binding" or "transcription" were identified as potential transcriptional regulators. The transcription factor genes listed in this table were previously found to be altered in expression in response to hypophysectomy [27], STAT5b-deficiency [32], HNF4α-deficiency [24], or treatment with continuous GH [46]. M, male, F, female

* Indicates a gene that displayed a developmental change at 4 wk but not 3 wk

- Indicates no probe for the gene on the microarray platform that was used for the analysis.

### qPCR validation

qPCR was used to validate the results obtained from the above-described developmental patterns for a selected group of sex-specific genes. One of the four adult male-specific genes investigated (*Hsd3b5*) was expressed at a significantly higher level in male than female liver by 4 wk and significantly increased with age in male liver (*p *< 0.01 from 3 wk to 4 wk and *p *< 0.001 from 4 wk to 8 wk) (Figure 4A). The other three genes (*C6, Cyp2u1, Gstp*) did not show significant sex differences in expression until 8 wk (*p *< 0.001) (Figure 4B-D). Two of the adult female-specific genes examined (*Cyp3a16, Cyp2b9*) displayed sex-specificity at 4 wk (*p *< 0.001) (Figure 5A, B), while a third gene (*Cyp4a10*) showed significant male-bias at 4 wk (*p *< 0.01) (Figure 5C). All four genes displayed significant female-biased expression at 8 wk, as expected (Figure 5A-D). Two-way ANOVA analysis indicated significant (*p *< 0.0001) interaction between age and sex for all genes examined, except *Cyp3a16*. These qPCR profiles were remarkably similar to the corresponding microarray profiles (Additional file 8, Additional file 9) except in the case of *Cyp3a16*, where the microarray probe indicated a much lower sex-difference due to its substantial cross-hybridization with *Cyp3a11*, an adult sex-independent gene.

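The microarray values of the genes studied by qPCR were as follows. In M8/F8 the log2 ratio was 2.83 ± 0.12 (adjusted p = 0.000152) for C6, 1.78 ± 0.06 (adjusted p = 0.000202) for Cyp2u1, 3.32 ± 0.77 (adjusted p = 0.000485) for Gstp1, 3.98 ± 0.64 (adjusted p = 0.000266) for Gstp2 and 1.81 ± 0.16 (adjusted p = 0.0593) for Hsd3b5. The Hsd3b5 ratios of the 2 M3/F3 arrays had opposite signs, and this spread entered the variance that limma used for the gene. It was -4.55 ± 0.47 (adjusted p = 0.000189) for Cyp2b9, -3.57 ± 0.28 (adjusted p = 0.000189) for Acot3, -1.84 ± 0.18 (adjusted p = 0.00113) for Cyp4a10 and -1.59 ± 0.29 (adjusted p = 0.00236) for Cyp3a16. In M4/F4 the ratio of Hsd3b5 was 1.36 ± 0.46 (adjusted p = 0.137), that of C6 0.98 ± 0.02 (adjusted p = 0.00543), of Cyp2u1 0.33 ± 0.14 (adjusted p = 0.0788) and of Cyp4a10 0.65 ± 0.21 (adjusted p = 0.0557). At the same age it was 0.84 for Gstp1 and 1.06 for Gstp2, of which only Gstp2 was called, and -1.06 for Cyp2b9, -0.74 for Cyp3a16 and -0.79 for Acot3, all called. Under several alternatives the 4 wk calls of Gstp2 and Acot3 were lost. C6 gave 0.93 and no call without the second M4/F4 array. The qPCR values themselves were not analysed here.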

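The probe of Cyp3a11 gave a log2 ratio of -0.41 ± 0.28 (adjusted p = 0.247) in M8/F8 and a second probe of that gene gave 0.22. The interaction of sex and age from 3 to 8 wk was 2.81 (adjusted p = 0.00185) for C6, 1.48 (adjusted p = 0.00465) for Cyp2u1, 3.67 (adjusted p = 0.00469) for Gstp1, -4.38 (adjusted p = 0.00167) for Acot3, -1.83 (adjusted p = 0.0131) for Cyp4a10, -5.24 (adjusted p = 0.00177) for Cyp2b9 and -1.36 (adjusted p = 0.0401) for Cyp3a16. For Hsd3b5 it was 1.53 (adjusted p = 0.327). From 4 to 8 wk that of Cyp3a16 was -0.65 (adjusted p = 0.357). Genes of the Gstp, Cyp3a and Cyp4a families are closely related, and probes can record more than 1 member.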

**Figure 4:**
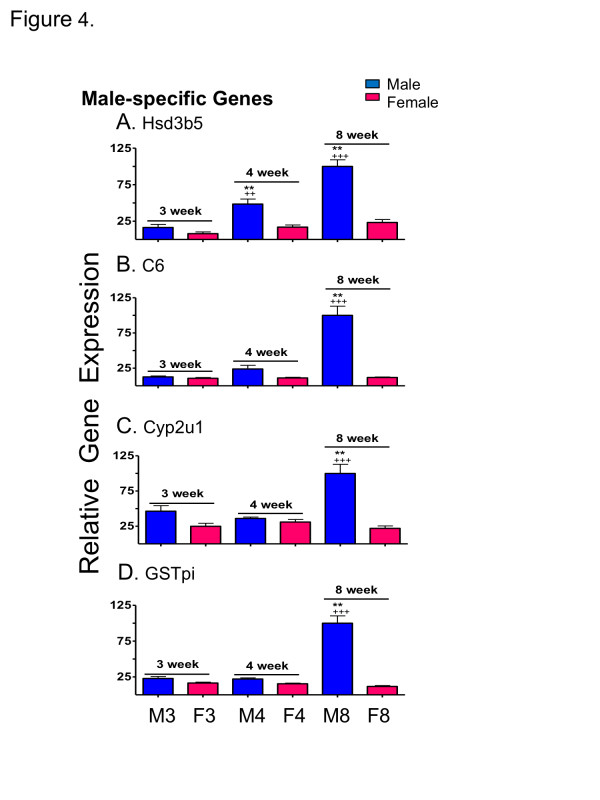
**qPCR analysis of male-specific genes**. qPCR analysis of relative RNA levels in male (M) and female (F) livers at 3, 4 and 8 wk, as marked at the bottom. Data shown for the four indicated adult male-specific genes are normalized to the 18S RNA of each sample, and based on n = 9-10 individuals per group (mean ± SEM). Statistical analysis (two-way ANOVA with Bonferroni post tests) was as follows: * *p *< 0.01, and ** *p *< 0.001, for male vs. female comparisons at each age; + *p *< 0.05, ++ *p *< 0.01, and +++ *p *< 0.001, for 4 wk vs. 3 wk, and for 8 wk vs. 4 wk comparisons within each sex. Very similar results were obtained by microarray analysis (Additional file 8).

**Figure 5:**
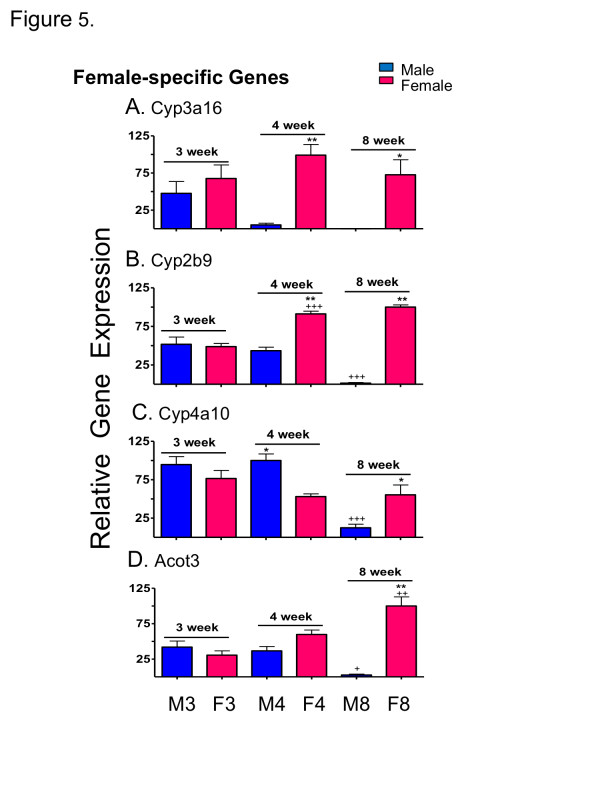
**qPCR analysis of female-specific genes**. qPCR analysis of relative RNA levels in male (M) and female (F) livers at 3, 4 and 8 wk. Data shown for the four indicated adult female-specific genes are normalized to the 18S RNA of each sample, and based on n = 9-10 individuals (mean ± SEM). Statistical analysis was as described in Figure 4. Very similar results were obtained by microarray analysis (Additional file 9).

## Discussion

The present study of genome-wide transcriptional profiles in mouse liver was conducted to identify developmental changes that occur from 3 wk (weaning) to 4 wk (just prior to puberty) to 8 wk of age (young adulthood). During this period of development the liver is completing its final stages of growth and liver function is changing from hematopoiesis to regulation of metabolism and other biological processes, including bile secretion, xenobiotic metabolism, and cholesterol homeostasis [3,8,47]. Genes involved in growth, cell cycle, and DNA replication were found to be down regulated after 3 wk and 4 wk, while genes associated with specialized liver functions such as drug metabolism and inflammatory response were up regulated. The latter findings are similar to another study where down regulation of genes associated with mitosis, DNA replication, RNA splicing, and transcription was seen at postnatal days 7, 14, 21 and 126 compared to the mean expression level determined at 14 different time points, beginning in embryonic development [3]. Additionally, extensive changes in the expression of adult sex-specific genes were observed, especially in male liver, where the majority of male-specific genes were up regulated and nearly half of female-specific genes were down regulated. Developmental changes in adult sex-independent genes were also more extensive in male liver compared to female liver.

Genes up regulated from 3 to 8 wk were significantly enriched in the set of genes positively regulated by the liver transcription factor HNF4α, as determined by their response to liver-specific deletion of HNF4α [24], while genes down regulated during this developmental period showed significant enrichment for genes negatively regulated by HNF4α. However, some differences in HNF4α regulation of the developmentally regulated genes were seen between male and female liver (Table 5). The positive effects of HNF4α on developmentally up regulated female-specific genes were only apparent in female liver, while negative effects of HNF4α on developmentally down regulated genes were associated with male-specific genes in female liver and with female-specific genes in male liver. Consistent with these findings, binding sites for HNF4α are overrepresented in genes that are up regulated at postnatal day 7, 14, 21, and 126 compared to the mean expression value at 14 developmental time points [3]. The highly significant association shown here between developmental up regulation and positive regulation by HNF4α, and between developmental down regulation and negative regulation by HNF4α suggests that the expression or activity of HNF4α or an HNF4α-dependent factor(s) increases in mouse liver from 3 wk to 8 wk. However, no change in HNF4α mRNA levels between 3 wk and 8 wk was seen on our microarrays. 

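The log2 ratio of Hnf4a was 0.16 ± 0.34 (adjusted p = 0.52) in M8/M3, with -0.08 and 0.40 on the 2 arrays, and 0.01 ± 0.09 (adjusted p = 1) in F8/F3. From 4 to 8 wk it was 0.16 in male and -0.01 in female liver, and no age comparison was called. Over all alternatives, the age ratios stayed between -0.11 and 0.40. In M8/M3 a log2 change of 1 was recovered in 77.4% of simulated genes. This is an average over genes of every spread and does not give the power for Hnf4a. A change of Hnf4a below the 1.5-fold threshold would not have been called.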

HNF4α protein and mRNA are both induced at birth and increase to adult-like levels within 2 weeks, at which time expression of HNF4α7, an alternative isoform with a unique N-terminal protein sequence is extinguished [48]. Further study is required to elucidate the mechanisms by which HNF4α contributes to the developmental changes of both sex-specific and sex-independent genes.

**Table 5:** Summary of the proposed role of HNF4α and pituitary hormone in developmental changes in liver gene expression

	Developmental change	Male liver (3 wk to 8 wk)	Female liver (3 wk to 8 wk)
Adult male-specific genes	Up	HNF4α (+) Pituitary hormone (+)	HNF4α (+)
	
	Down	No regulation	HNF4α (-)

Adult female-specific genes	Up	No regulation	HNF4α (+) Pituitary hormone (+)
	
	Down	HNF4α (-) Pituitary hormone (-)	No regulation

Adult sex-independent genes	Up	HNF4α (+) Pituitary hormone (-)	HNF4α (+) Pituitary hormone (+, -)
	
	Down	HNF4α (-)	HNF4α (-)

This table summarizes the findings presented in Table 2, Table 3, and Additional files 6A-B. A plus sign indicates positive regulation and a minus sign indicates negative regulation. In male liver, HNF4α and pituitary hormone positively regulate male-specific genes that are up regulated from 3 to 8 wk; both factors also negatively regulate female-specific genes that are down regulated from 3 to 8 wk. In female liver, HNF4α positively regulates developmentally up regulated male-specific and female-specific genes, while negatively regulating developmentally down regulated male-specific genes. HNF4α and pituitary hormone exhibited similar patterns of regulation of sex-independent genes in male as in female liver, except that pituitary hormone showed both positive regulation and negative regulation of the developmentally up regulated sex-independent genes in female liver only

Comparison of the genes undergoing developmental changes to the set of genes whose expression changes in mouse liver following hypophysectomy [27] revealed differences in the regulation by pituitary hormone between male and female liver (Table 5). In male liver, pituitary hormone positively regulates male-specific genes that are up regulated from 3 wk to 8 wk, while negatively regulating female-specific genes that are down-regulated during the same time period. In contrast, in female liver, pituitary hormone positively regulated female-specific genes up regulated during female development but did not show significant enrichment for effects on male-specific genes. These differences in pituitary hormone regulation of sex-specific genes in male vs. female liver could be explained by the sex differences in pituitary GH secretion patterns, which are known to regulate many sex-dependent genes in the liver [5]. We also observed pituitary hormone regulation of the developmentally regulated stringent sex-independent genes, with negative regulation by pituitary hormone apparent in male liver, and both positive and negative regulation apparent in female liver (Table 5). The latter finding could be explained by increased secretion of a negative regulatory factor after 3 wk of age, or by decreased secretion of a positive regulatory factor. One such candidate factor is corticosterone, whose adrenal production is stimulated by adrenocorticotropic hormone (ACTH) produced by the anterior pituitary gland, and has ~3 times higher plasma concentrations in 20 day old mice compared to adult male mice [49].

We sought to identify transcriptional regulators that undergo developmental changes in mouse liver, as these could serve as regulators of the developmental changes in RNA transcripts described here. Seven developmentally regulated adult sex-independent transcriptional regulators (*Asf1b, Hells, Hmgb2, Padi4, Ppard, Prim2, Top2a*) are associated with chromosomal organization and were down regulated from 3-4 wk to 8 wk. 

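The log2 ratio of Asf1b was -2.32 in M8/M3, -1.60 in M8/M4 and -1.61 in F8/F4, and Asf1b was called in F8/F3 too. In M8/M3, M8/M4, F8/F3 and F8/F4, in this order, the ratios of Hells were -2.46, -1.39, -2.22 and -1.40, those of Hmgb2 -1.59, -1.06, -1.31 and -1.08, and those of Ppard -2.13, -1.58, -2.24 and -1.81. Top2a gave -3.11, -2.83, -2.78 and -2.32. All of these were called, with the SD between the 2 arrays at most 0.46 (Ppard in M8/M3). Padi4 was called in M8/M4, at -2.58 ± 0.16 (adjusted p = 0.0343), and in no other age comparison (its interaction with sex was not called), with arrays of -1.20 and 1.57 in F8/F3. Prim2 gave -1.62 ± 2.15 (adjusted p = 0.147), -2.32 ± 1.18 (adjusted p = 0.0514), -1.56 ± 0.11 (adjusted p = 0.161) and -2.04 ± 0.74 (adjusted p = 0.0784), none called. Top2a was also lower in male than in female liver at 8 wk, at -1.12 ± 1.01 (adjusted p = 0.0386), a call that was lost under the error model of the study, at -0.63, and under normexp background correction, at -0.28.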

One or more of these transcription factors could be associated with the down regulation of cell cycle and mitosis that occurs in liver from the postnatal period to puberty [8]. 

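From 3 to 8 wk Dbp changed by a log2 ratio of 2.75 ± 0.48 (adjusted p = 0.00855) in male and 2.98 ± 0.00 (adjusted p = 0.00628) in female liver, Nr1d1 by 2.96 ± 0.12 (adjusted p = 0.000387) and 3.04 ± 0.13 (adjusted p = 0.000356), and Tef by 1.26 ± 0.29 (adjusted p = 0.0145) and 1.45 ± 0.14 (adjusted p = 0.00829). Cry1 changed by -1.42 ± 0.48 (adjusted p = 0.0111) and -1.91 ± 0.12 (adjusted p = 0.00353). The 4 to 8 wk ratios in male and female liver were 2.90 and 2.96 for Dbp, 2.40 and 2.38 for Nr1d1, 1.40 and 1.32 for Tef, and -1.11 and -1.53 for Cry1, all called. Arntl was called in F8/F4 only, at -1.27 ± 0.44 (adjusted p = 0.034), with -0.74 in M8/M3. Per2 was called in M8/M3 only, where it was lower at 8 wk (adjusted p = 0.00129), and Per3 in F8/F3 only, at 1.98 ± 0.24 (adjusted p = 0.033). No interaction of sex and age was called for Arntl, Per2 or Per3.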

Seven other adult sex-independent transcriptional regulators identified here (*Arntl, Cry1, Dbp, Nr1d1, Per2, Per3, Tef*) help establish circadian rhythms. Many genes are expressed in a circadian manner in the liver, most notably genes active in drug metabolism and bile acid synthesis, including sex-specific genes [50-52]. A related gene, *Per1*, changes in expression at postnatal day 22 in rat liver [53]. Another study found that clock-associated genes become rhythmic by postnatal day 30 [54].

Prior studies of sex-specific hepatic gene expression have primarily focused on the adult period. 

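The same direction at 3, 4 and 8 wk was called for 20 sex-specific genes, and for 17 without those of the Y chromosome. The 17 include Eif2s3x, whose 2 probes differed in direction.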

Presently, excluding Y-chromosome genes, we found only 13 adult sex-specific genes that displayed sex-specificity at 3 wk and retained their sex specificity at 4 wk and 8 wk of age. 

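First called at 4 wk, in their adult direction, were 104 female-specific and 56 male-specific genes.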

By 4 wk, an additional 104 genes showed female-specific expression and an additional 54 genes displayed male-specific expression. Five of the 158 genes that displayed their adult sex-specificity at 4 wk of age encode transcriptional regulators (*Cdx4, Cux2, Ihh, Tox, Trim24*); these genes could contribute to the developmental changes leading to global acquisition of liver sex-specificity by 8 wk. Consistent with our finding in mouse liver, a microarray study of gene expression in postnatal rat liver (ages ranging from 2 wk to 104 wk) reported very few sex-specific genes at 2 wk and 5 wk. Moreover, there was a large increase in the number of sex-specific genes, including many genes associated with drug metabolism, by 8 wk [55].

The major increase in sex-specific gene expression between 4 wk and 8 wk of age shown here for mouse liver can in part be explained by the developmental changes in growth hormone (GH) secretion during this developmental period. GH has an established role in regulating sex-specific gene expression in mouse liver [4-6], and the sex-specific patterns of pituitary GH secretion are imprinted during the neonatal period but are not manifested until puberty [6,42,56]. *CYP3A4 *shows female-biased expression in human liver [57] and displays a similar postnatal development expression pattern in mouse liver when it is introduced as a transgene [20,58]. This suggests that the genomic sequences that dictate the observed pattern of developmental repression in male liver are conserved between mouse and human. 

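Over the sex-specific genes, M8/F8 correlated with M8/M3 with r = 0.841 and with F8/F3 with r = 0.0551. M8/F8 shares its 8 wk pools with each of them, and the genes were chosen by their M8/F8 ratio. In simulated data without a true change, genes above 1.5-fold in M8/F8 gave 0.605 and -0.578.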

In the present study, the change from sex-independent expression at 3-4 wk to sex-specific expression at 8 wk was closely associated with the up regulation of male-specific genes and the down regulation of female-specific genes in male liver. Conversely, in female liver the most frequent change was one that occurred in both male and female liver. 

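Of the 2,866 genes called in female liver, 73.2% were also called in male liver. Among the sex-specific genes 474 (34.1%) were called in female liver and 965 (69.5%) in male liver.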

Since GH is known to be the major hormonal regulator of these sex-specific genes, the developmental patterns that we observed suggest that the male-specific GH pattern could either be turning on a transcriptional activator or turning off a transcriptional repressor to up regulate male-specific gene expression. The male-specific GH pattern could also down regulate female-specific genes in male liver by either turning on a transcriptional repressor or by turning off a transcriptional activator. STAT5b and HNF4α are essential transcriptional regulators of sex-specific liver gene expression, and sex-specific genes are enriched for genes that are affected by deletion of STAT5b or HNF4α [24,32,39,46]. However, activation of STAT5 alone is not sufficient to induce male-specific gene expression in pre-pubertal rats [59], indicating that other developmentally regulated factors, such as the 9 sex-specific transcription factors identified in this study, may be required to achieve sex-specific gene expression. 

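The interaction of sex and age from 3 to 8 wk was 1.51 (adjusted p = 0.00657) for Ihh, 1.21 (adjusted p = 0.056) for Klf17, whose female signal at 3 wk was well above background on 1 of the 2 F8/F3 arrays, and 0.09 (adjusted p = 0.751) for Ybx2. That of Cdx4, whose male signal at 8 wk was near background, was not called (adjusted p = 0.0955), and its size is not given. It was -4.45 (adjusted p = 0.000894) for Cux2, -2.59 (adjusted p = 0.00177) for Tox, -1.76 (adjusted p = 0.00177) for Trim24, -1.68 (adjusted p = 0.0225) for Jazf1 and -1.06 (adjusted p = 0.0205) for Id1. The interaction was thus called for 6 of the 9 genes.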

Five of the 9 factors displayed developmental changes in male liver only (Table 4), and could contribute to the selective up regulation of male-specific genes and/or down regulation of female-specific genes seen in male liver but not female liver. The three male-specific transcription factor genes of interest are transcriptional activators. Y-box protein 2 (*Ybx2*) is an RNA-binding protein in germ cells but also has the ability to bind to and stimulate transcription of the mouse protamine-2 promoter [60]. Indian hedgehog (*Ihh*) plays a role in endodermal differentiation and can activate gene transcription by binding to Patched receptors Ptc1 and Ptc2 [61]. Finally, Kruppel-like factor 17 (*Klf17*) is a member of the small protein zinc finger family and can activate transcription from CACCC-box elements [62].

The six female-specific transcriptional regulators identified here are either known transcriptional repressors or their function is unknown. Cut-like homeobox 2 (*Cux2*) is a member of the cut/homeodomain family of transcription factors and can act as a transcriptional repressor [63]. Caudal type homeobox 4 (*Cdx4*) is a homeodomain transcription factor that may play a role in hematopoiesis [64]. Thymus high-mobility group box protein (*Tox*) is a member of the sequence independent high mobility group (HMG) box family and a regulator of differentiation of developing T-cells [65]. Tripartite motif-containing 24 (*Trim24*) contains a zinc binding motif, a coiled-coiled region, and a RING domain, which has been shown to act as an E3-ubiquitin ligase and target tumor suppressor p53 for degradation [66]. Juxtaposed with another zinc finger protein 1 (*Jazf1*) contains three zinc finger motifs and is of unknown function but is associated with lipid metabolism, diabetes mellitus, and prostate cancer [67]. Finally, inhibitor of DNA binding 1 (*Id1*) functions as a negative regulator of basic helix-loop-helix (bHLH) transcription factors and is trans-activated by JAK/STAT5 signaling in erythroid cells [68].

Three of the female-specific genes (*Cux2, Tox, Trim24*) were previously characterized as potential regulators of sex-specific gene expression [21]. *Cux2 *expression is highly female-specific in both mouse and rat liver [21]. Binding sites for Cux1/Cux2 are statistically overrepresented at or near STAT5b-dependent male-specific genes, suggesting that Cux2 could be acting as a repressor of male-specific gene expression in female liver [21]. Further characterization of Cux2 and the other sex-specific transcriptional regulators is required to ascertain their contributions to sex-specific liver gene expression.

Overall, the observed changes in liver gene expression from the pre-pubertal period to young adulthood reflect the deceleration of liver growth and the induction of specialized liver functions. The number of sex-biased genes expressed during this period also increased dramatically at this time. Widespread changes in both sex-independent and sex-biased genes were observed, and primarily occurred in male liver. This male bias in these gene expression changes may be due to differences in pituitary hormone secretion and/or regulation by HNF4α.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

TLC carried out all of the laboratory studies and data analysis and contributed to writing all sections of the paper. DJW acted as mentor for study design, data analysis, and contributed to writing and editing all sections of the paper. All authors read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **qPCR primers**. Primers used for qPCR validation of microarray results for selected male-specific (*Cyp2u1, C6, GSTpi, Hsd3b5*) and female specific (*Acot3, Cyp2b9, Cyp3a16, Cyp4a10*) genes. Click here for file

Additional file 2 **Explanation of total flagging sum (TFS) classification of regulated microarray gene groups**. A 7 decimal point TFS number is assigned to each gene (microarray probe) represented on the microarray based on the pattern of regulation that the gene exhibits across the set of 7 microarrays. Each of the 7 digits to the right of the decimal point place represents one the 7 microarrays, numbered sequentially from left to right, as indicated. A value of 0 indicates the gene does not meet the conditions for significant differential gene expression (as defined in Methods) for that microarray, a value of 1 indicates up regulation, and a value of 2 indicates down regulation. In the example shown, for a gene assigned TFS number 28.0022200, the 1^st ^and 2^nd ^decimal places are both 0, indicating that the gene is sex-independent at 3 and 4 wk. The 3^rd ^decimal places is 2, indicating that the gene is female-specific at 8 wk. The 4^th ^and 5^th ^decimal places are 2, indicating that the gene is down regulated from 3 and 4 wk to 8 wk in male liver. The 6^th ^and 7^th ^decimal places are 0, indicating that there is no regulation of the gene from 3 and 4 wk to 8 wk in female liver. Each decimal place is also assigned a binary flag value: 1^st ^decimal place = 1, 2^nd ^decimal place = 2, 3^rd ^decimal = 4, 4^th ^decimal = 8, 5^th ^decimal = 16, 6^th ^decimal = 32, and 7^th ^decimal = 64. The whole number portion of the TFS is calculated by adding the binary flag value of each decimal place representing a microarray that met the thresholds for significance. Thus, the whole number portion of the TFS number is calculated as 28 = 4 (3^rd ^decimal place) + 8 (4^th ^decimal place) + 16 (5^th ^decimal place). Click here for file

Additional file 3 **A.** Number of differentially expressed (regulated) genes in each of the seven microarray comparisons. Each gene listed in this table meets the threshold requirements of a |fold change| > 1.5, *p *< 0.0001, and has a well above background intensity value for at least one of the seven microarray comparisons. The number of sex-specific genes greatly increased from 3 wk to 8 wk; also see Table 1. A larger number of genes changed from 3 or 4 wk to 8 wk in male liver compared to female liver. **B**. Detailed microarray data for each of the 5,715 regulated genes. Each gene listed in this table meets the threshold requirements as in Additional file 3A. Data shown include Rosetta-computed weighted ratios, Rosetta *p*-values, and microarray signal intensities for the 7 microarray experiments. The "is well above background" value column uses a binary value to identify arrays that met this requirement (score = 1), as well as arrays where this requirement was not met (score = 0.1 or 0.01), in which case the probe is considered as not meeting the threshold for significance for that array, irrespective of the fold-change and p-values shown. Stringent sex-independent genes meet the criteria of a |fold change| < 1.2, a *p*-value > 0.01, and a minimum intensity of 25. Genes that do not meet this criteria and do not meet the criteria of sex-specificity (|fold change| > 1.5 and *p*-value < 0.0001) are labeled as sex-independent. **C**. Developmental changes in expression during pre-pubertal period. The gene changes listed take into account the developmental changes occurring from both 3 wk to 8 wk and from 4 wk to 8 wk and are based on the TFS number assigned to each gene (Additional file 2). The most prominent developmental change observed was a change in male liver only. A larger percentage of genes displayed a developmental change in male liver (77%) than in female liver (53%). Click here for file

Additional file 4 **A. Box and whisker plots representing gene expression patterns in STEM cluster profiles 9, 10, and 12**. Boxes represent the 25^th ^to the 75^th ^percentile of gene expression ratios for each of the 7 microarray comparisons indicated below the X-axis. A horizontal line across each box indicates the median expression ratio. The whiskers that extend above and below each box represent the highest and the lowest values. M3, male at 3 wk; M4, male at 4 wk; M8, male at 8 wk; F3, female at 3 wk; F4, female at 4 wk; and F8, female at 8 wk. (A) Profile 9 is comprised of male-specific genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in male liver but not in female liver. (B) Profile 10 is comprised of male-specific genes that are, on average, slightly up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in male liver and slightly down regulated from 3 wk to 8 wk in female liver. (C) Profile 12 is comprised of female-specific genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in female liver. **B**. Box and whisker plots representing gene expression patterns in STEM cluster profiles 3, 4, and 5. Graphs are presented as in Additional file 4A. (A) Profile 3 is comprised of sex-independent (SI) genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in both male and female liver. (B) Profile 4 is comprised of sex-independent genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in male liver. (C) Profile 5 is comprised of sex-independent genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in female liver, but show weak up regulation in male liver. **C**. Box and whisker plots representing gene expression patterns in STEM cluster profiles 6 and 7. Graphs are presented as in Additional file 4A. (A) Profile 6 is comprised of sex-independent (SI) genes that are down regulated from 3 wk to 8 wk in both male and female liver and from 4 wk to 8 wk in male liver. (B) Profile 7 is comprised of sex-independent genes that are down regulated from 3 wk to 8 wk and 4 wk to 8 wk in male liver, while slightly up or down regulated from 3 wk to 8 wk in female liver. Click here for file

Additional file 5 **Significant DAVID functional annotation clusters found for each STEM cluster**. Each STEM cluster was analyzed using the DAVID annotation tool. DAVID annotation clusters with a minimum enrichment score of 1.3 (equivalent to a *p*-value of 0.05) for the genes in each STEM profile are shown, listed in descending order of enrichment score. The *p*-values (also referred to as the Ease Score) are derived from a one-tail Fisher Exact Test. **A**. DAVID functional annotation clusters for the 7 sex-independent STEM clusters. **B**. DAVID functional annotation clusters for the 3 male-specific STEM clusters. **C**. DAVID functional annotation clusters for the 2 female-specific STEM clusters. Click here for file

Additional file 6 **A.** Genes showing developmental changes are enriched for genes altered by liver-specific deletion of HNF4α. Shown here is the enrichment information presented in Table 2 for all genes, as well as the additional enrichment scores calculated separately for male-specific, female-specific, and stringent sex-independent genes. Stringent sex-independent genes had a |fold-change| < 1.2, a *p*-value > 0.01, and a microarray intensity ≥ 25. All genes were used as the background gene set when calculating the enrichment scores for male-specific, female-specific, and all genes. All stringent sex-independent genes were used as the background when calculating the enrichment scores for stringent sex-independent genes. Fold enrichments (i.e., enrichment scores) were calculated as described in Table 2. The results presented in this table show which groups of genes are contributing to the significant enrichment scores reported based on an analysis of all genes in Table 2. For example, the enrichment between all genes down-regulated in male liver from 3 wk to 8 wk and genes up-regulated in HNF4α KO male liver (2.37-fold, *p*-value 1.15E-66) (Table 2) is seen in this table to be due to contributions from female-specific genes (3.7-fold, *p*-value 4.98E-38) and stringent sex-independent genes (1.92-fold, *p*-value 6.23E-15), but not male-specific genes (1.65-fold, *p*-value 0.418). **B**. Genes showing developmental changes are enriched for genes altered by hypophysectomy. This table shows the enrichment data presented in Table 3 for all genes, together with enrichment scores calculated separately using male-specific, female-specific, and stringent sex-independent genes. Stringent sex-independent genes had a |fold-change| < 1.2, a *p*-value > 0.01, and a microarray signal intensity ≥ 25. The set of all genes common to both microarray platforms was used as the background when calculating the enrichment scores for male-specific, female-specific, and all genes. The set of all stringent sex-independent genes was used as the background when calculating the enrichment scores for stringent sex-independent genes. Enrichments scores were calculated as described in Table 3. The results presented in this table show which groups of genes (male-specific, female-specific and stringent sex-independent genes) are contributing to the significant enrichment scores reported based on an analysis of all genes in Table 3. For example, the enrichment between all genes down regulated in male liver from 3 wk to 8 wk and genes up regulated in hypophysectomized male liver (2.23-fold, *p*-value 7.12E-47) (Table 3) is seen in this table to be due to contributions from female-specific genes (enrichment score = 4.03-fold, *p*-value 4.40E-37) but not from male-specific genes (enrichment = 0.67-fold, *p*-value 1) or from stringent sex-independent genes (enrichment = 1.51-fold, *p*-value .0001277), neither of which show significant enrichment. Click here for file

Additional file 7 **A.** Sex-independent transcriptional regulators. Listed are 37 sex-independent genes with a |fold change| > 2-fold for each array that had a *p*-value < 0.0001 and GO descriptors that contained the words "DNA binding" and/or "transcription". These genes are considered to be candidate transcriptional regulators of the developmentally regulated genes. **B**. Significant DAVID functional annotation clusters identified for the 37 sex-independent transcriptional regulators. Shown here are DAVID annotation clusters with a minimum enrichment score of 1.3 (equivalent to a *p*-value of 0.05), listed in descending order of cluster enrichment score. The *p*-values (also referred to as the Ease Score) are derived from a one-tail Fisher Exact Test. Click here for file

Additional file 8 **Microarray intensities of male-specific genes**. These graphs present the relative microarray intensities of each indicated male-specific gene. Expression patterns are very similar to those determined by qPCR analysis in Figure 4. Click here for file

Additional file 9 **Microarray intensities of female-specific genes**. These graphs present the relative microarray intensities of each indicated female-specific gene. Expression patterns are very similar to those determined by qPCR analysis in Figure 5. The exception is *Cyp3a16*, whose microarray probe cross-hybridizes with *Cyp3a11*, a non-sex-specific gene, which results in a much lower sex-difference that that observed by qPCR. Click here for file

# Supplementary material for: Sex-specific mouse liver gene expression: genome-wide analysis of developmental changes from pre-pubertal period to young adulthood
**Source:** Biol Sex Differ. 2012 Apr 4;3:9. doi: 10.1186/2042-6410-3-9

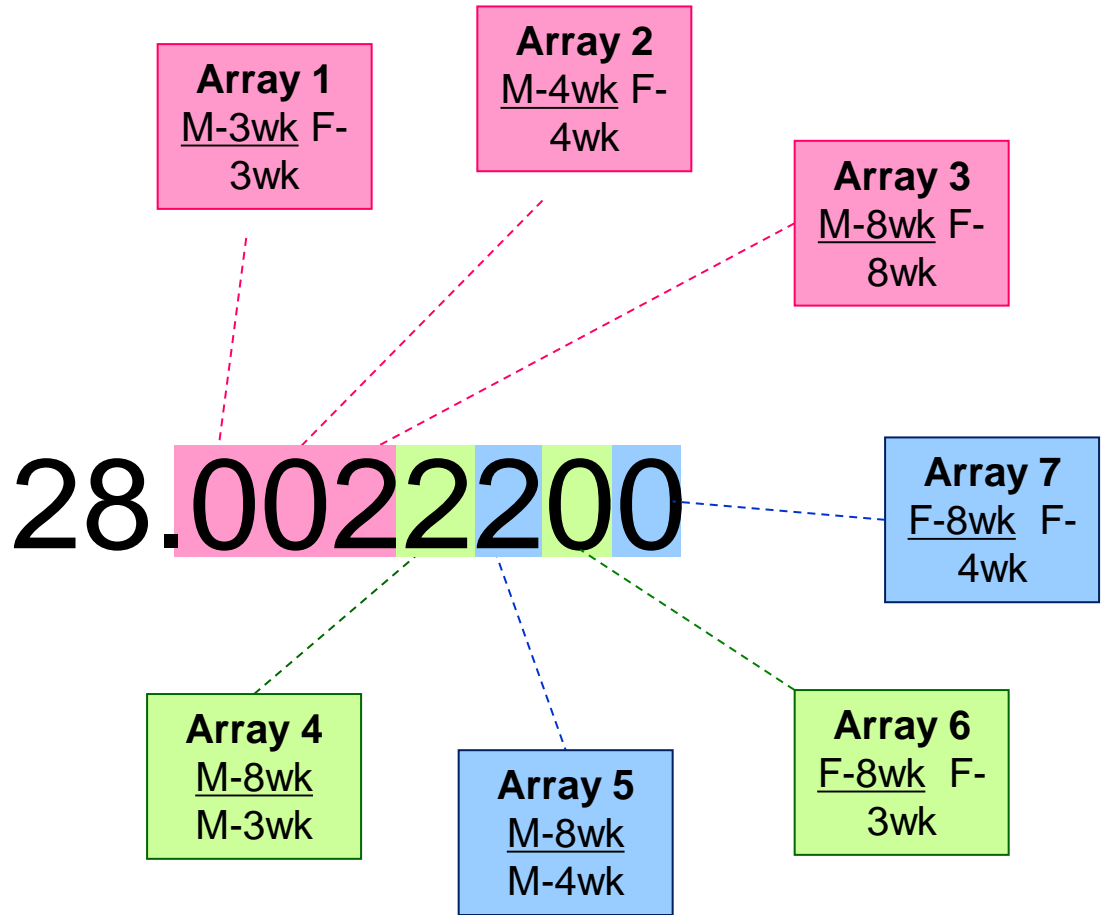

*TFS decimal digit = 1 for male-specificity or up-regulation*

*TFS decimal digit = 2 for female-specificity or down-regulation*

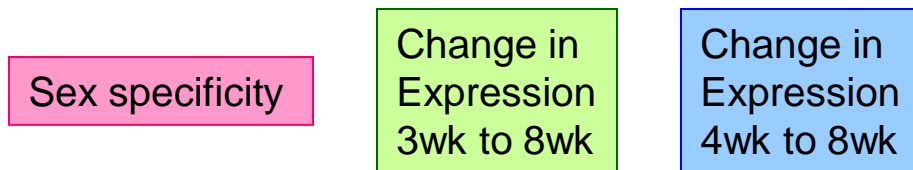

**Supplement:** Additional file 2 — Explanation of total flagging sum (TFS) classification of regulated microarray gene groups. A 7 decimal point TFS number is assigned to each gene (microarray probe) represented on the microarray based on the pattern of regulation that the gene exhibits across the set of 7 microarrays. Each of the 7 digits to the right of the decimal point place represents one the 7 microarrays, numbered sequentially from left to right, as indicated. A value of 0 indicates the gene does not meet the conditions for significant differential gene expression (as defined in Methods) for that microarray, a value of 1 indicates up regulation, and a value of 2 indicates down regulation. In the example shown, for a gene assigned TFS number 28.0022200, the 1st and 2nd decimal places are both 0, indicating that the gene is sex-independent at 3 and 4 wk. The 3rd decimal places is 2, indicating that the gene is female-specific at 8 wk. The 4th and 5th decimal places are 2, indicating that the gene is down regulated from 3 and 4 wk to 8 wk in male liver. The 6th and 7th decimal places are 0, indicating that there is no regulation of the gene from 3 and 4 wk to 8 wk in female liver. Each decimal place is also assigned a binary flag value: 1st decimal place = 1, 2nd decimal place = 2, 3rd decimal = 4, 4th decimal = 8, 5th decimal = 16, 6th decimal = 32, and 7th decimal = 64. The whole number portion of the TFS is calculated by adding the binary flag value of each decimal place representing a microarray that met the thresholds for significance. Thus, the whole number portion of the TFS number is calculated as 28 = 4 (3rd decimal place) + 8 (4th decimal place) + 16 (5th decimal place).

# Supplementary material for: Sex-specific mouse liver gene expression: genome-wide analysis of developmental changes from pre-pubertal period to young adulthood
**Source:** Biol Sex Differ. 2012 Apr 4;3:9. doi: 10.1186/2042-6410-3-9

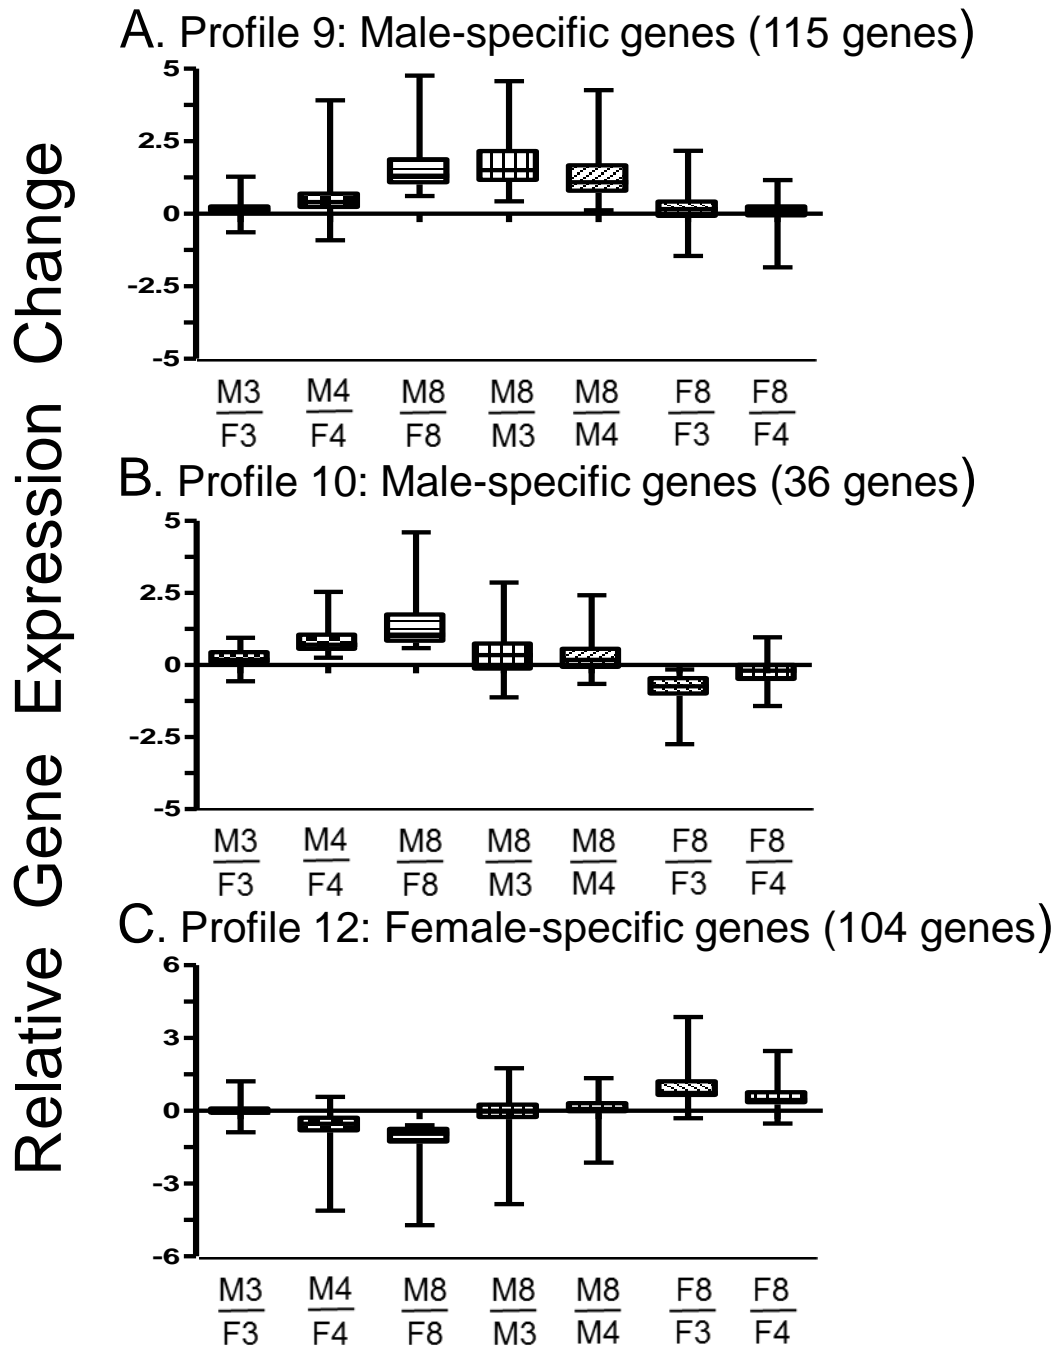

Relative Gene Expression Change

A. Profile 3: Up-regulated SI genes (314 genes)

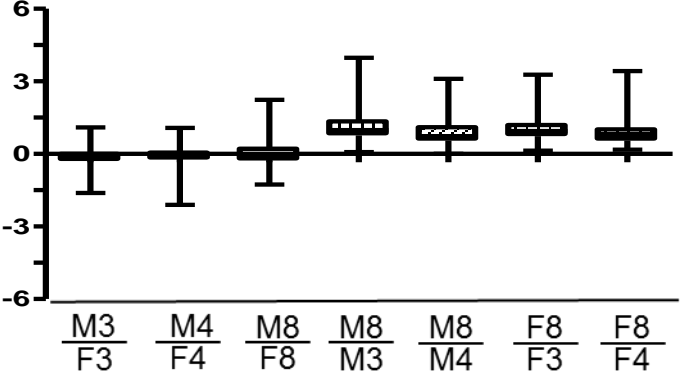

B. Profile 4: Up-regulated SI genes (219 genes)

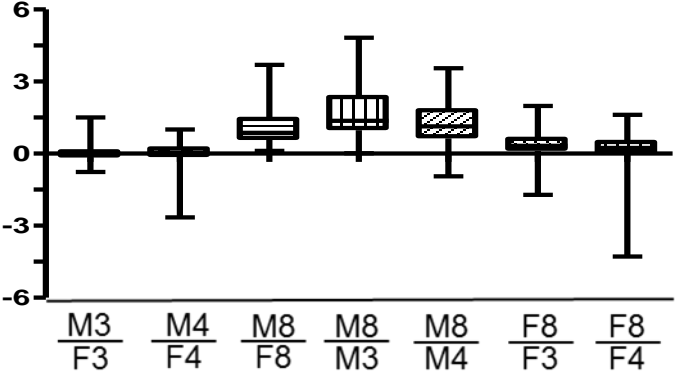

C. Profile 5: Up-regulated SI genes (191 genes)

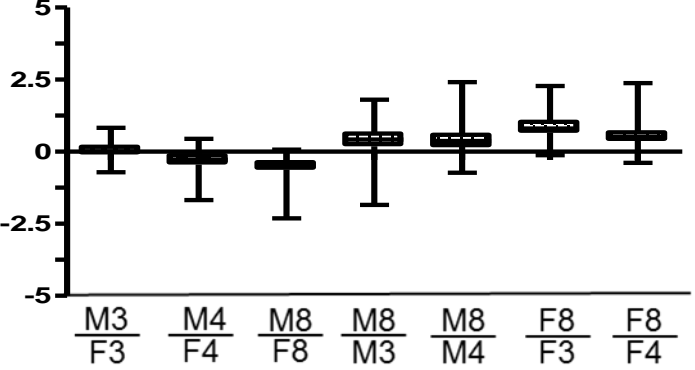

Relative Gene Expression Change

A. Profile 6: Down-regulated SI genes (188 genes)

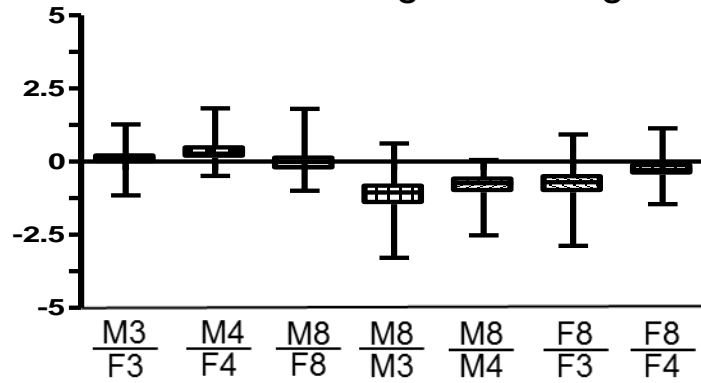

B. Profile 7: Down-regulated SI genes (114 genes)

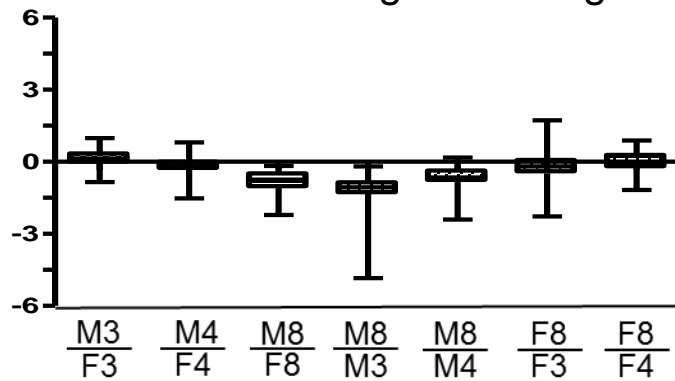

**Supplement:** Additional file 4 — A. Box and whisker plots representing gene expression patterns in STEM cluster profiles 9, 10, and 12. Boxes represent the 25th to the 75th percentile of gene expression ratios for each of the 7 microarray comparisons indicated below the X-axis. A horizontal line across each box indicates the median expression ratio. The whiskers that extend above and below each box represent the highest and the lowest values. M3, male at 3 wk; M4, male at 4 wk; M8, male at 8 wk; F3, female at 3 wk; F4, female at 4 wk; and F8, female at 8 wk. (A) Profile 9 is comprised of male-specific genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in male liver but not in female liver. (B) Profile 10 is comprised of male-specific genes that are, on average, slightly up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in male liver and slightly down regulated from 3 wk to 8 wk in female liver. (C) Profile 12 is comprised of female-specific genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in female liver. B. Box and whisker plots representing gene expression patterns in STEM cluster profiles 3, 4, and 5. Graphs are presented as in Additional file 4A. (A) Profile 3 is comprised of sex-independent (SI) genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in both male and female liver. (B) Profile 4 is comprised of sex-independent genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in male liver. (C) Profile 5 is comprised of sex-independent genes that are up regulated from 3 wk to 8 wk and from 4 wk to 8 wk in female liver, but show weak up regulation in male liver. C. Box and whisker plots representing gene expression patterns in STEM cluster profiles 6 and 7. Graphs are presented as in Additional file 4A. (A) Profile 6 is comprised of sex-independent (SI) genes that are down regulated from 3 wk to 8 wk in both male and female liver and from 4 wk to 8 wk in male liver. (B) Profile 7 is comprised of sex-independent genes that are d

How the deposited data were processed for this re-analysis (not part of the article)

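Gene expression was measured in liver of male and female CD1 mice aged 3, 4 or 8 wk, in 7 comparisons of 2 groups each (M3/F3, M4/F4, M8/F8, M8/M3, M8/M4, F8/F3 and F8/F4). Each comparison had 2 Agilent whole mouse genome arrays, which were hybridized with separate pools of liver RNA and with the dyes exchanged. The 14 arrays lay on 4 slides that were scanned on 2 days. M3/F3, M4/F4, M8/F8 and M8/M3 were on 2 slides scanned on the first day, and M8/M4, F8/F3 and F8/F4 were on 2 slides scanned on the second day. The paper's text does not give the time of day at which mice were killed or the litters the mice came from.

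The deposited scanner output holds, for each spot, the intensity of the spot and of its local background as pixel medians, in arbitrary units and without normalization. It also holds the background-subtracted intensity and the processed intensity that the authors obtained from Agilent's Feature Extraction software after background subtraction and linear and LOWESS dye normalization within the array. The ratio of each spot was deposited as the log10 of red over green, with the log10 error that the software modelled. The log10 values of the deposited series table were checked against the ratios in the scanner output, and the largest difference was 0. Ratios were converted to log2 and turned to male over female or to 8 wk over the younger age according to the dye of each pool. Probes spotted several times were averaged.

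Each array had 43,020 spots that were not controls. In the red channel 57.8% to 77.2% of them (median 67.3%) were well above background, and in the green channel 55.2% to 69.6% (median 65.5%). The median background-subtracted intensity was 120 to 208 in red (median 152) and 66.9 to 120 in green (median 92.0). Between 156 and 272 spots per array (median 195) were population outliers, which were kept. Spots marked as non-uniform outliers (median 4.5 per array) were left out. With 2 arrays per comparison, the number of arrays limits the precision.

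Gene names were assigned through the RefSeq accessions of the probes. They were found for 26,055 probes in this way and for 120 more through the part of Additional file 3B held here, and 13,254 of the 39,429 probes had none. Only the first 629 of the 5,715 rows of that table were held, so no overlap of gene sets was calculated with it. The probe of a named gene was the one printed in the study's tables where one is given, then the one with the accession that the study gives, then the one with the highest mean signal.

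Differential expression was tested in R 4.3.3 with limma 3.58.1, and files were read with data.table 1.17.8. The model had a coefficient for each of the 7 comparisons and 1 dye term for each probe. The interaction of sex and age was tested as M8/M3 minus F8/F3 and as M8/M4 minus F8/F4. The p-values were adjusted by the Benjamini-Hochberg method over all probes and comparisons together, and over all probes within each interaction. A gene was called at an adjusted p below 0.05 with a ratio above 1.5 or below 0.667, where at least 1 of both groups was well above background on both of its arrays. Probes of one gene with the same pattern of calls were counted once, after the rule of the study. The Rosetta software was not used here. Its error-weighted averaging was approximated as an alternative, with the deposited errors of the ratios, an unadjusted p threshold of 0.0001 and the same fold threshold. Where a group was well above background on no array, the fold was given as a lower bound, from intensities corrected with normexp and normalized between arrays, with the dim group set to at least the lowest intensity well above background on the array.

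The test was tried on simulated data built from the observed spread, with the pools shared between comparisons as on the arrays. In 20 simulations, 200 of 27,346 genes were changed in 3 of the comparisons. A log2 change of 1 was recovered for 81.6% of genes in M8/F8 and 77.4% in M8/M3, and one of 2 for 97.0% and 95.8%. Of the genes without a change, 6.15 on average were called in the comparisons with no changed gene and 6.67 in the others. With 6 group means in place of 7 comparisons, 96.4% of log2 changes of 1 were recovered in M8/F8, but 51.1 genes without a change were called in an unchanged comparison. With the shared pools in the covariance, 79.3% were recovered and 1.99 genes were called. The ratio of pool variance to array variance was estimated at 4.98, from the probes well above background in both channels of all arrays.

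Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01, with 1 probe per gene, among 15,410 genes. The 15 lists held genes of mitosis, DNA replication, the night phase and the day phase of the clock, erythroid cells, B and T lymphocytes, macrophages, mesenchymal and bile duct cells, imprinted growth genes, the Y chromosome, X inactivation and escape, cholesterol synthesis, targets of PPARalpha, lipogenesis and the acute phase. The 213 genes on them were written down in advance, and no gene was on more than 1 list. All tests of lists were adjusted together. In simulated data a list moved as a whole was called in 100% of cases, and unmoved lists had an adjusted p below 0.05 in 0.0397% of tests. The simulated genes varied independently of each other and the lists were drawn at random. This rate therefore does not cover lists whose genes vary together. With the correlation estimated from the data, 3 of the 61 called tests held.

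The comparisons, the tests, the lists and the rule for named genes were also set before the data were examined, as were 23 alternatives. Named genes are those the study names for these arrays, those of a list under discussion, and in each comparison the 3 with the largest change in each direction among called genes well above background in both groups with the same direction on both arrays. The alternatives changed the error model, the thresholds, the adjustment, the dye term, the grouping of arrays by replicate, slide and scan day, the model of the groups, the background correction and normalization, the filter on dim probes, the handling of outlier spots, the source of the values and the counting of probes, or left out an array. For normexp background correction (offset 50), the median intensities of spots took the place of means. A fixed term for each slide could not be estimated, since 2 of its columns were fixed by the comparisons, and slide was entered as a random block instead. After the data were seen, 3 alternatives were added, which put the shared pools in the covariance, left out population outlier spots, or left dim probes out of the fit.

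The qPCR data, the STEM profiles, the annotation clusters and the lists of genes that respond to loss of HNF4α, hypophysectomy, loss of STAT5b or continuous GH were not analysed here. The result of 1 gene is not reported here.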

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

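The tests of lists on single replicates, of scan day, array error, cell share, clock phase and feeding were chosen after the results were seen. The reading of interaction genes chosen on 1 replicate on the other replicate was written down before its result was seen. No group had more than 2 pools, so no single sample was tested as an outlier, and the pools of one number recur in all comparisons of their group. The signals below lie mostly in genes outside those the paper discusses, or are changes that differed between the sexes by an interaction test. Exceptions are the lists of mitosis and DNA replication, of which the paper names 2 and 5 genes and whose fall with age it discusses. It also names 2 genes of the PPARalpha list.

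The change with age differed between the sexes for 786 genes from 3 to 8 wk and for 337 genes from 4 to 8 wk. M8/M3 and F8/F3 were scanned on different days, but the sex comparisons, which were scanned together, showed the same difference above 1.5-fold for 88.8% of the 786 genes, which argues against the scan day as the cause. M8/M4 and F8/F4 were scanned on one day, and the sex comparisons showed the difference above 1.5-fold for 88.4% of the 337 genes, which argues against error of single arrays. When the genes were chosen on 1 replicate and read on the other, at least 76.7% (3 to 8 wk) and 77.2% (4 to 8 wk) had the same sign, against the share near 50 percent that a single deviating pool would leave. A different development of gene expression in male and female liver is a candidate explanation that the design names. Litter could not be separated from it, since the litters of the pools are not known.

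Genes of mitosis were higher in male than in female liver at 3 wk, with a median log2 ratio of 0.47 (adjusted p = 5.25e-19, limma's camera, 43 of 43 genes higher on each array), and at 4 wk, with 0.16 (adjusted p = 0.0114, 39 of 43 genes). The list of DNA replication had 0.14 at 3 wk (27 of 32 genes). The decrease from 3 to 8 wk was larger in male liver by -0.44 for mitosis and -0.22 for DNA replication. The sex ratios scanned on 1 day gave the same direction, from 0.47 at 3 wk to -0.10 at 8 wk for mitosis. Under fry, which allows for the correlation of these genes, the mitosis results in M3/F3, M4/F4 and the interaction were no longer past the threshold. A single deviating pool is argued against for the interactions. The replicate with the smaller difference gave -0.39 for mitosis and -0.17 for DNA replication, beyond the SD between replicates (0.31 and 0.12). At 3 wk that replicate had 0.22 for mitosis, about the size of the SD (0.22), so a single deviating pool stays open there. It also stays open for mitosis at 4 wk (0.0968) and for DNA replication at 3 wk (0.0675). A sex difference in growth at 3 wk may be the source, and so may a difference in litter or in age by a day, neither of which was tested.

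Genes of lipogenesis were higher in male liver at 3 wk (median 0.65, adjusted p = 4.07e-07, 11 of 11 genes). From 3 to 8 wk they fell in male liver, with -0.82 in M8/M3 and 0.04 in F8/F3. The interaction was -0.92 from 3 to 8 wk and -0.35 from 4 to 8 wk. From 4 to 8 wk the list did not fall in male liver (0.01 in M8/M4), and F8/F4 had 0.40 (not past the threshold). The results in M3/F3, M8/M3 and the interactions did not hold under fry. The replicate with the smaller difference gave 0.18 in M3/F3, -0.32 and -0.30 in the interactions, none beyond the spread of the list between replicates. A single deviating pool thus stays open for these results. In M8/M3 the arrays gave -0.71 and -0.64, beyond that spread (SD 0.33), which argues against a single deviating pool there. Igfbp1, a gene that rises on fasting, had ratios of -1.59 and -2.50 on the M3/F3 arrays, the first of them on the array with the larger lipogenic difference. A difference in feeding between the sexes at killing could give both, and cannot be told apart from a difference between the sexes themselves, because the lipogenic difference was smaller where that of Igfbp1 was larger.

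Targets of PPARalpha were higher in male liver at 3 wk (0.23, 14 of 17 genes) and at 4 wk (0.42, 15 of 17 genes, adjusted p = 0.000756) and lower at 8 wk (-0.39, 11 of 17 genes, adjusted p = 0.00834). In male liver they fell by 8 wk, with -1.21 in M8/M3 and -1.29 in M8/M4, and the interactions were -0.76 and -1.05. The smaller of the replicates argues against a single deviating pool at 4 wk (0.38) and in the interactions (-0.41 and -0.72). At 8 wk it was -0.18, about the size of the SD between replicates (0.18), and 6 of 17 genes were higher. A single deviating pool therefore stays open at 8 wk. At 3 wk the replicates differed in sign (-0.0279 on the smaller), which leaves it open, and neither the 3 wk nor the 4 wk result held under fry. A fasting state of the male pools at 4 wk would raise these genes and lower lipogenic ones. The lipogenic median on the smaller replicate was 0.0842 and the Igfbp1 ratios were -0.52 and 0.71, which do not decide it. The paper names Cyp4a10 and Acot3, which are 2 of the 17 genes on this list.

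Genes of cholesterol synthesis were lower in male liver at 8 wk (-0.47, adjusted p = 7.76e-07, 18 and 17 of 18 genes on the arrays) and at 4 wk (-0.24, 16 of 18 genes), and slightly higher at 3 wk (0.13, 13 of 18 genes, not past the threshold under fry). They fell in male liver from 3 to 8 wk (-0.58), rose in female liver from 4 to 8 wk (0.25), and the interaction from 3 to 8 wk was -0.61. The smaller replicate argues against a single deviating pool at 8 wk (-0.37) and in the interaction (-0.35), and leaves it open at 3 wk (0.0448) and 4 wk (-0.11). A difference in clock phase is argued against for M8/F8, because the replicate whose clock genes lay near 0 still gave -0.37. A sex difference in sterol synthesis in adult liver may remain as a hypothesis, and feeding at killing was not tested for it.

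Macrophage genes were lower in male liver at each age, with medians of -0.24 at 3 wk, -0.28 at 4 wk and -0.56 at 8 wk (9 of 9 genes at each age). They fell in male liver, with -0.44 in M8/M3 and -0.53 in M8/M4, and by -0.25 in F8/F4 (F8/F3, at -0.16, was past the threshold under fry only), and the interactions were -0.34 and -0.28. The complement genes C1qa and C1qb, well above background in both sexes on both M8/F8 arrays, had ratios of -0.59 and -0.47. The smaller of the replicates argues against a single deviating pool in M3/F3 (-0.23), M4/F4 (-0.25), M8/F8 (-0.47) and the 3 wk interaction (-0.23), and leaves it open for the 4 wk interaction (-0.12, not past the threshold under fry). A lower share of all cells other than hepatocytes in male pools is argued against, since macrophage genes lay at least -0.42 below mesenchymal and bile duct genes on each M8/F8 array. Fewer macrophages, or lower expression of these genes in them, may explain the difference as a hypothesis.

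Erythroid genes fell with age, with medians of -1.60 in M8/M3, -1.28 in M8/M4, -1.51 in F8/F3 and -1.40 in F8/F4, and 7 of 10 were called down in each. Alas2 and Car1 were called up in male liver from both ages, and Car1 in female liver. Some of these genes lay at background at 8 wk, so the sizes are not exact. Mesenchymal and bile duct genes fell less, with -0.78, -0.62, -0.74 and -0.59. A rising share of hepatocytes alone would lower all other cell types alike. In F8/F3, however, erythroid genes lay -1.28 below macrophage genes on the replicate with the smaller gap, which argues against it as the whole cause. A loss of blood-forming cells from liver after 3 wk is a candidate explanation, and the amount of blood in the samples was not tested.

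Genes of X inactivation and escape were lower in male liver, with medians of -0.62 at 3 wk, -0.36 at 4 wk and -0.43 at 8 wk (5 of 5 genes at each age). The count depends on the probe of Eif2s3x. The probe used, A_55_P2093764, was lower in male liver, and a second probe, A_51_P305532, was higher at each age (1.70, 1.83 and 1.98). Lower expression of the list is the direction that the number of X chromosomes gives, and no other explanation was tested. Acute phase genes were lower in male liver at 3 wk (-0.18, adjusted p = 0.0172 over all tests and 0.0654 when adjusted over the list alone), and not past the threshold under fry. The smaller replicate had a median of 0.0039, so a single deviating pool could have produced the result and stays open.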

How the results depend on the processing

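The alternatives were planned, apart from the shared pools in the covariance, the population outlier spots left out and the dim probes left out of the fit, which were chosen after seeing the data. A fixed term for each slide could not be fitted and a random block was used, with a correlation of -0.0635. Where 1 array was left out, the remaining array was assumed to vary like the other comparisons.

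Under every alternative the 4 age comparisons of Hnf4a had no call, M8/F8 had more calls than M4/F4 and M3/F3, and more genes changed in male liver only than in female liver only. The replicate block, a dye term for each scan day, outlier spots kept, the series values, every probe counted and population outliers left out left each count and share within the limits used here, which were 1.5 times a count or the SD between replicates of a share. Fry and the mean of a gene's probes apply to the tests of lists alone. With the replicate block, the number of genes called in at least 1 comparison was 5,680. Of 1,907 ratios of named genes, 1,308 kept their outcome, called or not called, under every alternative. Over all settings, 1,283 calls were lost, 610 gained and 0 reversed in direction. Of 133 tests of lists, 47 kept their outcome under every alternative, with 96 calls lost, 58 gained and 1 reversed. The 47 include tests without a call, and only 3 of the 61 called tests held under an estimated correlation.

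Limma's unadjusted p at the threshold of the study gave 17 genes called in M3/F3, 72 genes called in M4/F4, 557 genes called in M8/F8, 2,138 genes called in M8/M3, 1,094 genes called in M8/M4, 1,208 genes called in F8/F3 and 433 genes called in F8/F4. The number of genes called in at least 1 comparison was 2,786. There were 273 male-specific genes at 8 wk and 284 female-specific genes at 8 wk. There were 8 adult sex-specific genes already called in the same direction at 3 wk and 48 adult sex-specific genes called in the same direction at 4 wk. The numbers of genes changed in male liver only, genes changed in female liver only and genes changed the same way in both sexes were 1,408, 355 and 879. There were 274 genes with a sex by age interaction, 3 to 8 wk, and 138 genes with a sex by age interaction, 4 to 8 wk. The percent of female-specific genes called down in M8/M3 was 54.9, and the percent of adult sex-specific genes not called in F8/F3 was 83.8. This p threshold is stricter than the adjusted one, which gives lower counts by construction. For a fold above 2, the calls were 32, 99, 649, 1,967, 1,301, 1,117 and 573 in the same order, 2,639 in all, with 363 male-specific and 286 female-specific genes, 9 called at 3 wk and 78 at 4 wk, 1,311 genes changed in male liver only, 278 in female liver only and 891 in both, and 438 and 211 interactions. The shares were 51.7% of female-specific genes down in M8/M3 and 71.3% without a call in F8/F3. Without a fold threshold, the calls were 705, 1,552, 4,623, 9,451, 6,826, 7,651 and 4,745, 13,734 in all, with 2,334 male-specific and 2,289 female-specific genes, 289 called at 3 wk and 976 at 4 wk, 4,338 changed in male liver only, 2,139 in female liver only and 6,011 in both, and 1,444 interactions from 3 to 8 wk. The percent of male-specific genes called up in M8/M3 was then 57.5, and 54.2% of sex-specific genes had no call in F8/F3. The adjustment within each comparison gave 14 genes in M3/F3 and 142 in M4/F4, with 7 sex-specific genes called at 3 wk and 90 at 4 wk, since few small p-values in a comparison raise its adjusted ones. With 6 group means there were 175 genes in M3/F3, 52 sex-specific genes called at 3 wk and 272 at 4 wk, and 1,803 and 1,130 interactions. Simulated data gave this model more false calls, because it treats shared pools as independent. With the shared pools in the covariance there were 428 and 68 interactions. For normexp and loess, the cause was not tested: 1,966 genes in M8/M3 and 3,481 in all, 503 female-specific genes, 1,235 changed in male liver only and 1,230 in both, 435 interactions from 3 to 8 wk, 66.3% of male-specific genes up and 41.0% of female-specific genes down in M8/M3. Without loess there were 499 and 181 interactions, and the error model of the study gave 563 from 4 to 8 wk, for which the cause was not tested. Without a filter on dim probes 177 genes were called in M3/F3 and 6,713 in all, as more probes could be called. The 4 wk comparisons alone gave 457 genes changed in female liver only, since fewer comparisons were read.

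The percent of adult sex-specific genes not called in F8/F3 was 68.5. It was 67.4% under the error model of the study, 66.5% with the adjustment within each comparison, 69.4% with no dye term, 68.2% with slide as a random block, 65.0% with group means, 70.0% with normexp, 71.1% without loess, 70.9% without a filter, 67.8% with both groups well above background, 72.8% with the shared pools and 67.0% with dim probes left out. These differences are small but exceed the SD between replicates. Genes defined on replicate 1 and read on replicate 2 gave 53.7% of male-specific genes up and 36.7% of female-specific genes down in M8/M3, and 54.7% and 41.3% the other way, against 77.7% and 46.7%. Read on the same replicate, these genes gave 46.3% and 44.0% on the first and 61.3% and 37.4% on the second. Choosing genes on 1 array thus gave lower shares whichever replicate was read, and these observed shares do not give the part of the shared pools. In simulated data without a true change, genes chosen and read on the first replicate gave 33.6% and 33.7%. Read across replicates, the simulated shares were 14.3% to 15.5%.

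Over all called genes, r in the clustering of the comparisons: M8/M3 with F8/F3, was 0.763. The clustering of the comparisons: M8/M3 with M8/M4, had 0.931, the clustering of the comparisons: F8/F3 with F8/F4, 0.897, and the clustering of the comparisons: M8/F8 with M8/M3, 0.599. The first was 0.754 under the error model, 0.795 for limma's unadjusted p, 0.704 for normexp and 0.745 without a filter. The second was 0.961 for the unadjusted p, 0.918 for normexp, 0.907 without a filter, 0.944 with both groups well above background and 0.943 with the shared pools. The third was 0.880 under the error model, 0.934 for the unadjusted p, 0.903 for a fold above 2, 0.891 without a fold threshold, 0.906 with no dye term, 0.881 with group means, 0.864 without a filter, 0.912 with both groups well above background or with the shared pools and 0.890 with dim probes left out. The last was 0.639 for the unadjusted p, 0.635 for a fold above 2 and 0.626 with both groups well above background. The loops closed less or more tightly, with an SD of 0.120 at 3 wk and 0.0750 at 4 wk for normexp, and 0.108 at 3 wk without loess. The genes differ between these settings, and beyond that the cause was not tested.

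With 1 array left out, the number of genes called in M3/F3 was 68 to 209 (98 with all), with 170 and 209 without its own replicate 1 and 2. The number of genes called in M8/M4 was 1,535 to 2,465 (2,522), with 1,535 without its replicate 2, and that of genes called in F8/F4 was 786 to 1,299 (1,340), with 786 without its replicate 1. The adult sex-specific genes called in the same direction at 4 wk numbered 103 to 180, the lowest without M4/F4 replicate 1. There were 301 to 717 genes with a sex by age interaction, 3 to 8 wk, and 114 to 247 genes with a sex by age interaction, 4 to 8 wk. The percent of male-specific genes called up in M8/M3 was 65.7 to 78.3, the lowest without M8/F8 replicate 2, and the percent of female-specific genes called down in M8/M3 was 39.3 to 48.0. The percent of adult sex-specific genes not called in F8/F3 was 68.4 to 81.1. The range of r was 0.741 to 0.769 in the clustering of the comparisons: M8/M3 with F8/F3, 0.906 to 0.936 in the clustering of the comparisons: M8/M3 with M8/M4, 0.863 to 0.909 in the clustering of the comparisons: F8/F3 with F8/F4, and 0.534 to 0.612 in the clustering of the comparisons: M8/F8 with M8/M3. The PPARalpha targets list in M3/F3 had medians of 0.0217 to 0.39 (0.23), and without M3/F3 replicate 1 (0.0217) the direction of the camera test was reversed.

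Under an estimated inter-gene correlation the mitosis list, at -3.21 in M8/M3 and -2.61 in F8/F3, was no longer past the threshold, and 3 of 61 tests of lists were. The cause was not tested. Under fry, 48 of the 61 held, the mitosis list in the 4 age comparisons among them, and 58 tests of lists were past the threshold in all. Dim signals limit the calls, since 27,387 of 39,429 probes could be called in at least 1 comparison. The fold of a gene in a group that was well above background on neither array is a bound. Ratios with 1 such array, as of Cdx4 in M4/F4 (-1.88), are given as measured and are not exact.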

Differences from the paper's values

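The paper reports 16 adult sex-specific genes with sex-differential expression at 3 wk, and 29 were called here. This is the onset at 3 wk. Among the 17 alternatives that kept all arrays and were set before the data were examined, the value was within 1.5 times the paper's in 3, which were no dye term (24), normexp and loess (21) and both groups well above background (22). In the other 14 it was not. Above the paper's value lay, among others, the error model of the study (31) and 6 group means (52). Below it lay limma's unadjusted p (8), the adjustment within each comparison (7) and a fold above 2 (9). The direction of the difference thus depended on the setting. With 1 array left out, the value ranged from 20 to 30 and was within 1.5 times the paper's in 9 of 14 cases. With the shared pools in the covariance, an alternative chosen after seeing the values, it was 23.

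For female-specific genes the paper's value at 3 wk is 9 and the present one 17. Of the same 17 alternatives, only both groups well above background (13) came within 1.5 times, and 16 did not, among them the error model of the study (19). With 1 array left out, the value ranged from 10 to 15 and came within 1.5 times in 10 of 14 cases. The shared pools in the covariance, chosen after seeing the values, gave 11.

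For male-specific genes the paper's value at 3 wk is 7 and the present one 12. Of the same 17 alternatives, those within 1.5 times were limma's unadjusted p (6), the adjustment within each comparison (5), a fold above 2 (5), no dye term (9), normexp and loess (7) and both groups well above background (9). The other 11 did not, among them the error model of the study (12). With 1 array left out, the value ranged from 8 to 20 and came within 1.5 times in 5 of 14 cases. The shared pools in the covariance, chosen after seeing the values, gave 12.

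The paper lists Ybx2 as male-specific at 8 wk and as up regulated from 3 to 8 wk in both sexes. Here its log2 ratio was 0.21 in M8/F8, 0.31 in M8/M3 and 0.22 in F8/F3, with no call. M8/M3 was called without a fold threshold (0.31), and no setting called M8/F8 or F8/F3. These values come from the only probe that the RefSeq names assign to Ybx2. The paper's entry requires a change above 2-fold in M8/F8. For the 629 probes held, the M8/F8 ratios here correlated with the paper's at r = 0.999. A ratio of 0.21 at the probe the paper read is thus unlikely, and these values do not test its Ybx2 result.

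The paper lists Cdx4 as sex-specific by 4 wk. The log2 ratio of Cdx4 in M4/F4 was -1.88 (adjusted p = 0.0905) here, with the male signal well above background on 1 of the 2 arrays, and it was called under the error model of the study (-1.90), 6 group means (-1.71) and normexp and loess (-0.92).

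The paper counts Hsd3b5 among adult male-specific genes. The array ratio in M8/F8 was 1.81 here (adjusted p = 0.0593). Hsd3b5 was called under the error model of the study (1.81), no dye term (1.81), 6 group means (1.77), normexp and loess (1.80), without either M3/F3 replicate (1.81), and with dim probes left out of the fit (1.81), the last chosen after seeing the values. By qPCR the paper finds Hsd3b5 higher in male liver by 4 wk. Hsd3b5 in M4/F4 was 1.36 on the arrays (adjusted p = 0.137), and was called under the error model of the study (1.32), 6 group means (1.33) and without either M3/F3 replicate.

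By qPCR the paper finds no sex difference before 8 wk for C6 and Gstp, and describes the array profiles as similar apart from that of Cyp3a16. On the arrays C6 was called at 4 wk here (0.98), except under limma's unadjusted p, under a fold above 2 and without M4/F4 replicate 2 (0.93). Gstp2 in M4/F4 was called as well (1.06). It had no call under the error model of the study (1.01), limma's unadjusted p, the adjustment within each comparison, no dye term, the replicate block, a dye term for each scan day, no loess (0.95), without either replicate of M4/F4 (0.88 and 1.24), M8/M3 or F8/F3, and with the shared pools in the covariance, which was chosen after seeing the values. Gstp1 was not called at 4 wk. The paper's qPCR text names no female bias of Acot3 at 4 wk. Acot3 in M4/F4 was called here (-0.79), and had no call under the error model of the study (-0.77), limma's unadjusted p, the adjustment within each comparison, a fold above 2, no loess (-0.78), without either replicate of M4/F4 (-0.59 and -0.98), M8/M3, F8/F3 or F8/F4, and with the shared pools in the covariance, chosen after seeing the values.

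By qPCR the paper finds Cyp4a10 male-biased at 4 wk. The array ratio was 0.65 (adjusted p = 0.0557) and had no call. It was called under the error model of the study (0.64), no dye term, a dye term for each scan day, 6 group means (0.59), normexp and loess (0.59), without either M3/F3 replicate, and with dim probes left out of the fit, which was chosen after seeing the values. By qPCR the paper finds an interaction of age and sex for all genes but Cyp3a16. On the arrays the interaction from 3 to 8 wk was called for Cyp3a16 (-1.36) and not for Hsd3b5 (1.53, adjusted p = 0.327). From 4 to 8 wk it was not called for Cyp3a16 (-0.65, adjusted p = 0.357).

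Among the regulators that the paper classes as sex-independent, Med1 in M8/F8 (0.87, adjusted p = 0.00146), Cand2 in M8/F8 (-0.63, adjusted p = 0.00437) and Top2a were called here. Med1 had no call under the error model of the study (0.84) and a fold above 2. Cand2 had no call under the error model (-0.56), limma's unadjusted p, a fold above 2, normexp and loess (-0.25), both groups well above background, without M8/F8 replicate 2 (-0.43), and with the shared pools in the covariance, which was chosen after seeing the values. Top2a was called in M8/F8 (-1.12, adjusted p = 0.0386). It had no call under the error model of the study (-0.63), limma's unadjusted p, 6 group means (-0.72), normexp and loess (-0.28), no loess (-1.09), both groups well above background, without M8/F8 replicate 2 (-0.39) or any one array of the other comparisons, and with the shared pools in the covariance, which was chosen after seeing the values.

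Of the 108 comparisons that pass the paper's criteria in Additional file 7A, 95 were called here, and the others were as follows. Prim2, which the paper describes as down regulated, had no call. Prim2 in M8/M4 (-2.32) was called under the adjustment within each comparison, slide as a random block, 6 group means, normexp and loess (-1.92) and without either replicate of M8/F8 or M8/M3. Prim2 in F8/F3 (-1.56) was called under the error model of the study, 6 group means (-1.55) and normexp and loess (-1.32). Prim2 in F8/F4 (-2.04) was called under the error model (-1.92), 6 group means and normexp and loess (-1.78), and Prim2 in M8/M3 (-1.62) under 6 group means (-1.63). With the shared pools in the covariance or dim probes left out, both chosen after seeing the values, Prim2 was called in M8/M4 and F8/F4. Padi4 was called in M8/M4 alone (-2.58), and no setting called its other age comparisons.

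Smad9 in M8/M3 (1.28) was called under the error model of the study (1.23), the adjustment within each comparison and 6 group means. Per3 in M8/M4 (1.71) was called under the error model (1.73), the adjustment within each comparison, 6 group means (1.49) and without either F8/F4 replicate. Both were also called with the shared pools in the covariance and with dim probes left out, which were chosen after seeing the values. Nfe2l3 in F8/F3 (-1.16) was called under the error model (-1.15), 6 group means (-1.12), normexp and loess (-0.92) and without either M8/M3 replicate, and Lpin1 in F8/F4 (1.04) under the error model, 6 group means (1.11), normexp and loess (0.64) and without either M8/M4 replicate. With dim probes left out, chosen after seeing the values, both were called.

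Arntl in F8/F3 (-1.11) was called under the error model of the study (-1.10), the adjustment within each comparison, no dye term, slide as a random block, 6 group means, normexp and loess (-1.15) and without either M8/F8 replicate. Rfx4 in F8/F4 (1.52), which has 2 entries, was called under the error model (1.51), 6 group means (1.57), normexp and loess (1.11) and without either M4/F4 replicate. Both were also called with the shared pools in the covariance and with dim probes left out, chosen after seeing the values. Maff in F8/F4 (1.16) was called under the error model (1.14), 6 group means, normexp and loess (0.99) and, chosen after seeing the values, the shared pools in the covariance. Bhlha15 in M4/F4 (1.56) was called under no setting. Hic2 in M8/M4 (0.06) was called under no setting at the probe used, and a second Hic2 probe gave 1.36 and was called.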

Other observations

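The tests of clock phase and of red cell RNA were chosen after the results were seen. The lists themselves and their tests were planned.

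Genes of the day phase of the clock rose with age in female liver and in M8/M4, with median log2 ratios of 1.72 in F8/F3 (adjusted p = 0.011), 1.40 in F8/F4 (adjusted p = 1.94e-05) and 1.56 in M8/M4 (adjusted p = 0.00209), and 0.91 in M8/M3, which was past the threshold under fry but not under camera. Genes of the night phase fell, by -0.89 in F8/F3, in F8/F4 (adjusted p = 0.00114), by -0.58 in M8/M4 (not past the threshold under fry) and by -0.69 in M8/M3, the last not past the threshold. Opposite changes of the phases are what a difference in the time of killing between ages would give, and the smaller night-phase change in female liver was -0.89. A change of the clock with age could give the same, so these cannot be told apart, because the time of killing is confounded with age. The paper names 9 genes of these lists.

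On the 2 M8/F8 arrays the clock lists differed. The day-phase median was -1.22 on the first and 0.12 on the second, a difference of -1.34, and the night-phase median was higher on the first by 0.62. A difference in clock phase between the pools of 1 group, which the opposite sign of the lists in 1 comparison needs, is a candidate explanation for this. Over both arrays neither list was past the threshold in M8/F8.

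Alas2 was higher in male liver at 8 wk, with a log2 ratio of 1.89 (adjusted p = 0.000725), and its interaction with age was 1.64 from 3 to 8 wk (adjusted p = 0.0134) and 1.22 from 4 to 8 wk (adjusted p = 0.0591, not called). The erythroid list in M8/F8, with Alas2 in it, was past the threshold under fry only, with a median of 0.08. The median of the other 9 erythroid genes in M8/F8 was 0.0728, far below the 1.89 of Alas2. Some genes of the list lay at background at 8 wk, so more red cell RNA in the male pools is not excluded as the cause. A higher expression of Alas2 in male hepatocytes may remain as a hypothesis.

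Imprinted growth genes fell from 3 to 8 wk, with medians of -0.98 in M8/M3 (6 of 9 called down) and -1.18 in F8/F3 (5 of 9 called down), and in M8/M4 and F8/F4, both at -0.55, were past the threshold under fry but not under camera. The same held for this list in M8/F8 (-0.32), and for the X chromosome list in F8/F3 (-0.24) and in the interaction from 3 to 8 wk (0.16). Genes of the Y chromosome had medians of 6.61, 6.45 and 7.01 in M3/F3, M4/F4 and M8/F8, as the sex of the pools requires. Female signals of some of these genes lay at background, so the sizes are not exact. The list of B and T lymphocyte genes was past the threshold in no comparison, with medians between -0.21 (M8/F8) and 0.10 (F8/F3) over the 7 comparisons. The lipogenic list was not past the threshold in F8/F4 (0.40), and the acute phase list was past it under camera in M3/F3 alone. Under fry the acute phase list was past it in M8/M3 (0.57) and F8/F3 (0.36) instead.

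Among called genes well above background in both groups, the largest sex differences at 3 wk other than those of Y genes were 1.70 for Eif2s3x, 1.52 for Tmsb15b1, -2.04 for Igfbp1, -1.63 for Rgs1 and -1.31 for Igfbp2. The second probe of Eif2s3x gave -0.62, so the male bias of this gene is uncertain. At 4 wk Cyp4a12a had 3.97, Cyp4a12b 3.63, Sult2a4 -4.61, Sult2a1 -4.41 and Sult3a2 -4.12. From 3 to 8 wk in male liver Nox4 rose by 6.03, and the ratios of Sult2a1, Sult2a4 and Slc22a27 were -6.72, -6.62 and -6.53. From 4 to 8 wk Obp2a had 4.34, Mup20 4.22, Cyp3a44 -5.34, Hao2 -5.19 and Slc22a27 -5.16. In female liver F8/F3 gave 4.11 for Sult3a2, 3.88 for Sult3a1, -4.28 for Bub1 and -4.12 for Neil3, and F8/F4 gave 3.63 for a second probe of Dbp, 2.89 for Ppp1r3g, 2.49 for Sun3, -3.84 for Depdc1a, -3.80 for Esco2 and -3.75 for Bub1.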
